# Heterogeneous combinatorial expression of *Hoxd* genes in single cells during limb development

**DOI:** 10.1186/s12915-018-0570-z

**Published:** 2018-09-18

**Authors:** P. J. Fabre, M. Leleu, B. Mascrez, Q. Lo Giudice, J. Cobb, D. Duboule

**Keywords:** *Hox* genes, Digits, Limb, Development, Enhancers, Single-cell, Transcriptome, Differentiation, Gene expression

## Abstract

**Background:**

Global analyses of gene expression during development reveal specific transcription patterns associated with the emergence of various cell types, tissues, and organs. These heterogeneous patterns are instrumental to ensure the proper formation of the different parts of our body, as shown by the phenotypic effects generated by functional genetic approaches. However, variations at the cellular level can be observed within each structure or organ. In the developing mammalian limbs, expression of *Hox* genes from the *HoxD* cluster is differentially controlled in space and time, in cells that will pattern the digits and the forearms. While the *Hoxd* genes broadly share a common regulatory landscape and large-scale analyses have suggested a homogenous *Hox* gene transcriptional program, it has not previously been clear whether *Hoxd* genes are expressed together at the same levels in the same cells.

**Results:**

We report a high degree of heterogeneity in the expression of the *Hoxd11* and *Hoxd13* genes. We analyzed single-limb bud cell transcriptomes and show that *Hox* genes are expressed in specific combinations that appear to match particular cell types. In cells giving rise to digits, we find that the expression of the five relevant *Hoxd* genes (*Hoxd9* to *Hoxd13*) is unbalanced, despite their control by known global enhancers. We also report that specific combinatorial expression follows a pseudo-time sequence, which is established based on the transcriptional diversity of limb progenitors.

**Conclusions:**

Our observations reveal the existence of distinct combinations of *Hoxd* genes at the single-cell level during limb development. In addition, we document that the increasing combinatorial expression of *Hoxd* genes in this developing structure is associated with specific transcriptional signatures and that these signatures illustrate a temporal progression in the differentiation of these cells.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-018-0570-z) contains supplementary material, which is available to authorized users.

## Background

Limb morphogenesis is controlled by several key transcription factors, amongst them members of the *Hox* gene family, in particular genes from the *HoxA* and *HoxD* clusters. During early limb development, the posterior *Hoxd* genes are expressed in precise, partly overlapping domains [1], which will pre-figure the various parts of the future appendices, i.e., the hands and feet (autopods) and the more proximally located arm (stylopod) and forearm (zeugopod) segments. Recently, it was shown that the expression of five genes (from *Hoxd9* to *Hoxd13*) in presumptive digits is under the control of the same set of enhancer elements, located in the gene desert centromeric to the cluster itself [2–4] (Fig. 1a). However, their global expression patterns display some differences, with a broader expression of *Hoxd13* within the presumptive digit 1 (the thumb), whereas *Hoxd9* to *Hoxd12* transcripts were found only in presumptive digits 2 to 5 (Fig. 1a). This difference is likely due to the existence of a quantitative collinearity [5, 6], whereby a gradual increase in the amount of steady-state mRNA levels is observed from *Hoxd9*, expressed at the weakest level, to the robust transcription of *Hoxd13*, the latter being located on the side of the corresponding enhancers.

**Fig. 1:**
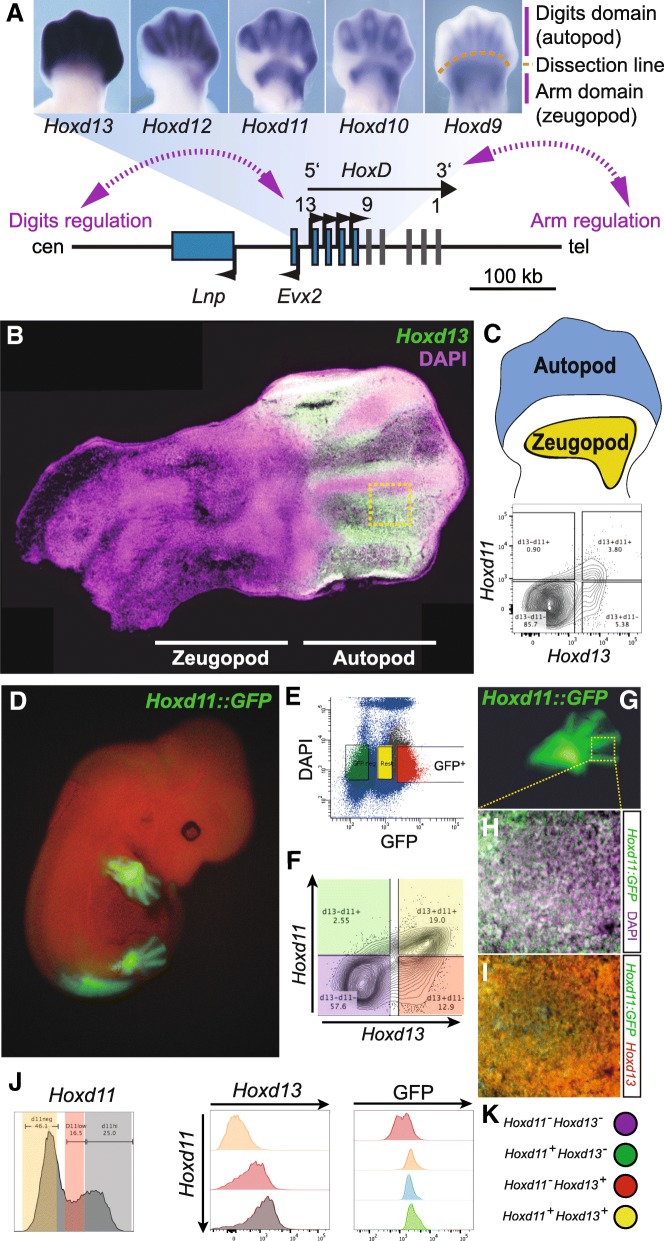
Heterogeneity of *Hoxd* mRNAs in single limb bud cells. **a** Scheme representing the organization of the *Hoxd* gene cluster and genes located nearby (bottom), together with the whole-mount in situ hybridization (WISH) pattern of the five most posterior *Hoxd* genes (*Hoxd9* to *Hoxd13*) (top). The scheme illustrates both the similarity in the expression patterns and the progressive gain of expression, which correlates with the proximity of the target genes to the digit enhancers. *Evx2* and *Lnp* are co-expressed with *Hoxd* genes in the developing digits, under the control of the same regulatory elements. **b** Fluorescent in situ hybridization of *Hoxd13* mRNA on section reveals discrete expression pattern in the autopod of E12.5 mouse forelimb*.* **c** Single-cell double labelling of *Hoxd13* and *Hoxd11* mRNA from E12.5 autopod cells (up, schematic) by fluorescent hybridization followed by flow cytometry detection. The density plot (below) shows a high proportion of double negative cells. **d** *Hoxd11* expression pattern revealed using a *Hoxd11::GFP* knock-in mouse strain, with high expression in digits and low expression in interdigital cells of autopod forelimbs, together with strong signals in zeugopod cells. **e**, **f**. Scatterplot profile from FACS to enrich for *Hoxd11-*positive cells using cells with high levels of GFP fluorescence (**e**, red) subsequently double-labelled for both *Hoxd13* and *Hoxd11* mRNAs. **e** Flow cytometry analysis from the GFP-positive cells from **e** are shown in a density contour plots where colors highlight the four population of cells expressing various levels of *Hoxd11* and *Hoxd13*. **g**–**i** Double labelling of GFP (green, marker of *Hoxd11*-positive cells, **g**, **h**) and *Hoxd13* (**i**, red, FISH) with DAPI (magenta) suggests four different combinations of *Hoxd*-positive cells: double positive for *Hoxd13* and *Hoxd11*, single *Hoxd13*-positive, single *Hoxd11*-positive, and double negative for *Hoxd13* and *Hoxd11.* **j** Histograms showing the correlation of expression where high levels of *Hoxd13* are associated with high levels of *Hoxd11* (two panels on the left). Higher levels of GFP are also observed in cells expressing at least one of the *Hoxd* genes (central panel). **k** Schematic of the four different combinations observed in **f** and **h**, **i**: double negative for *Hoxd13* and *Hoxd11* (purple), single *Hoxd11*-positive (green), single *Hoxd13*-positive (red), and double positive *Hoxd13* and *Hoxd11* (yellow)

Chromatin interactions between *Hox* genes and their enhancers in single cells showed variability [4, 7, 8], and super-resolution microscopy confirmed that the *HoxD* gene cluster can display a variety of structural conformations in future autopod cells [9]. This heterogeneity is difficult to integrate with chromosome conformation datasets produced at this locus, since the latter approach reflects the averaged behaviors of a cellular population. Consequently, a higher variability can be expected in cell-specific *Hox* gene transcriptions, when compared to the apparently rather homogenous expression profiles previously reported [6, 8].

Moreover, while genetic approaches have revealed the critical function of these genes during limb outgrowth and patterning, the homogeneous or heterogeneous impact of mutations at the cellular level is more difficult to evaluate. The ablation of *Hoxd13* alone leads to a morphological effect in digits weaker than when a simultaneous deletion of *Hoxd11*, *Hoxd12*, and *Hoxd13* is achieved [10–12], suggesting that *Hoxd11*, *Hoxd12*, and *Hoxd13* functionally cooperate during digit development. However, how this cooperation occurs at the cellular level is unknown.

One potential cause for transcriptional heterogeneity may involve a competition between the various promoters located *in-cis* and the global enhancers driving transcription in digits [13]. It was indeed recently reported that the *HoxD* cluster lies between two large topologically associating domains (TADs) [14, 15] each of them containing series of enhancer elements with distinct specificities [3, 7]. The TAD located centromeric to *HoxD* (C-DOM) contains several enhancers specific for autopod (digit) cells, whereas T-DOM, the TAD located telomeric to *HoxD*, hosts a series of enhancers specific for the future arm and forearm cells. While genes located at either extremity of the cluster respond to their neighboring TAD, those genes located at a central position in the cluster such as *Hoxd9*, *Hoxd10*, or *Hoxd11* are targeted successively by enhancers belonging to the two different TADs. Initially, in future forearm cells, they respond to T-DOM regulation, whereas in a subsequent phase, in future digit cells, they respond to C-DOM enhancers [16], which may lead to an even greater heterogeneity in transcript distribution. In order to try and evaluate the heterogeneity in *Hoxd* transcript distribution during limb development, we produced single-limb cell transcriptomes of different origins, to see whether the apparently homogenous *Hox* gene transcriptional program as observed upon large-scale analyses could be observed at the cellular level as well. Here, we report that *Hoxd* gene transcripts are present in various combinations in different limb cells. We discuss the impact of these results upon our understanding of how *Hoxd* genes are regulated and how their global functions are achieved in these structures.

## Results

### Heterogenous distribution of posterior *Hoxd* gene transcripts in single cells

In order to document the expression pattern of *Hoxd13* at the single-cell level, embryonic day (E) 12.5 limb sections were use in RNA-FISH experiments (Fig. 1b). As expected, we observed a high expression specificity in presumptive digit cells in the distal part of the forelimb, with the highest transcript levels in cells located at the boundary between the digital and the interdigital compartments, while lower levels were scored in interdigital mesenchyme. Signal was detected neither within the digital compartment nor in more proximal parts of the limb [6] (Fig. 1b). However, a high heterogeneity in gene expression was recorded, with stippled signal pattern contrasting with the broader expression domain previously described by whole-mount in situ hybridization (WISH). As a consequence, we asked whether all cells expressing *Hoxd13* would also contain *Hoxd11* transcripts, knowing that both genes are under the same regulatory control in these distal cells [2, 17]. We micro-dissected autopod tissue to obtain a single-cell suspension and performed double fluorescent RNA labelling. The single-cell preparation was then analyzed by fluorescence-activated cell sorting (FACS) and revealed that only a minority of cells was in fact expressing *Hoxd11* and/or *Hoxd13* (Fig. 1c). Amongst positive cells, the largest fraction was *Hoxd13* positive and negative for *Hoxd11* (*d13*^*+*^*d11*^*−*^; 53%), whereas double positive cells (*d13*^*+*^*d11*^*+*^) represented 38% only and 9% of the cells contained *Hoxd11* mRNAs alone (*d11*^*+*^) (Fig. 1c).

Because a substantial number of cells did not express any *Hoxd* genes, we enriched for the positive fraction using a mouse line containing a GFP reporter sequence knocked in *Hoxd11*. In these mice, GFP was produced in those cells where *Hoxd11* had been transcribed (Additional file 1: Fig. S1). We monitored the fluorescence at E12.5 and observed a pattern recapitulating *Hoxd11* endogenous expression (Fig. 1d). E12.5 limb cells from these animals were FACS-sorted using the GFP (Fig. 1e) and, under these conditions, the double labelling of GFP-positive cells increased to more than a third of the cells (Fig. 1f). However, amongst the positive cells, the ratio between the three *Hoxd*-positive populations (*Hoxd13* only, *Hoxd11* only, and double positive) was roughly the same as before (37%, 7%, and 55%, respectively). To confirm the presence of these different populations, we performed *Hoxd13* RNA-FISH on sections from *Hoxd11::GFP* E12.5 forelimbs (Fig. 1g) and observed a high variability in GFP levels (Fig. 1h). We found that high levels of *Hoxd13* were observed in cells with either little or no *Hoxd11* activity (Fig. 1i), yet the majority of cells displayed high signals for both *Hoxd11* and *Hoxd13*, suggesting that in these cells the two genes were regulated in a similar manner.

To quantify a potential correlation between *Hoxd11* and *Hoxd13* expression levels in these GFP-positive cells, we binned *Hoxd11*-positive cells in three categories: negative cells (*d11neg*, orange), cells expressing at low levels (*d11low*, red), and cells expressing at high levels (*d11hi*, gray; Fig. 1j, left panel). Flow cytometry analysis revealed that higher *Hoxd13* levels were clearly observed in the *d11hi* population, indicating that in single cells, whenever both genes are expressed, they tend to respond to enhancers with the same efficiency (Fig. 1j). To relate these latter results with the level of GFP observed by microscopy (Fig. 1i), we monitored the levels of GFP in single cells and found a correlation between abundant *Hoxd11* mRNAs, on the one hand, and higher levels of the GFP protein, on the other hand (Fig. 1j, right panel). Altogether, these results suggested that some cellular heterogeneity exists with respect to *Hoxd* gene transcription in presumptive digit cells, with the possibility for sub-populations of cells to selectively express either one or two genes. Overall, these observations contrasted with the view that all limb cells transcribe all posterior *Hoxd* genes, a view conveyed by the global analysis of expression patterns by whole-mount in situ hybridization (WISH) and accentuated by schematics published to summarize these expression domains (e.g., [18]).

### Single-limb cell transcriptomics

To have a wider view of this cellular heterogeneity by expanding the analysis to all *Hox* genes, as well as to see whether it depends on the position and fate of various limb cells, we performed single-cell RNA-seq. 

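Single cells of 2 parts of the mouse forelimb at E12.5 were sequenced, the autopod, from which digits form, and the zeugopod, from which the forearm forms. The embryos carried the *Hoxd11::GFP* allele, and the sorted cells with the brightest GFP were captured on a Fluidigm C1 chip, in which each cell is lysed and its polyadenylated RNA copied into cDNA within its own chamber. ERCC spike-ins, synthetic RNAs of known amount, were processed together with each cell. The libraries of 96 autopod and 129 zeugopod cells were sequenced in 3 runs. Run NXT0072 held 69 autopod cells, run NXT0142 held 60 zeugopod cells, and run NXT0143 held 27 autopod and 69 zeugopod cells. The authors mapped the reads to GRCm38 with bowtie2 in local mode and deposited the number of reads on each gene and on each of 92 spike-ins in each cell, without normalization. They also deposited a table of values normalized by spike-ins and gene length for 10948 genes in the 199 cells that passed their quality filter. The counts on genes ranged from 187344 to 9437447 per retained autopod cell, with a median of 2830024.5, and from 186271 to 6801278 per retained zeugopod cell, with a median of 3233736. A median of 3684 genes had at least 1 read in retained autopod cells (range 1992 to 6162) and 3995 in zeugopod cells (range 1801 to 5917). The labels name no embryo per cell, and cells of several embryos were pooled before capture. Each tissue is therefore 1 sample, its cells are not replicates, and no p-value was computed from them. Differences between groups of cells were taken between means of log2(normalized value + 1), and shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals. The reads carry no molecular identifiers, so these intervals and any limit given for a count of 0 cover counting error only. Because sequencing run and tissue overlap only within NXT0143, values are given by run for many of the comparisons between cells of different runs. A difference between the tissues that is given over all cells alone may hold a difference between the runs.

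**Figure D1:**
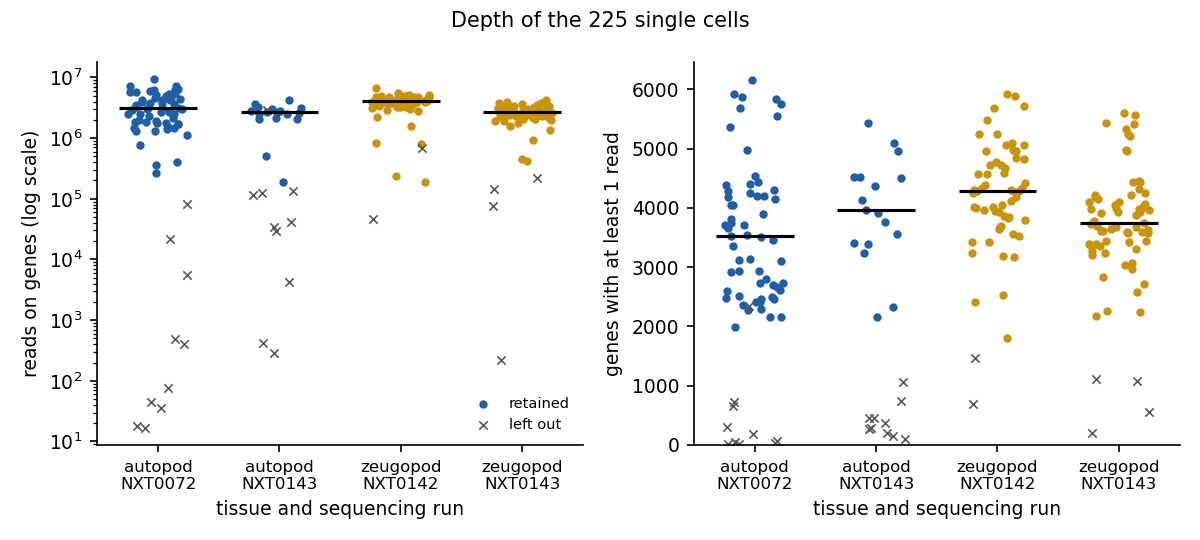
Reads on genes (left, log scale) and genes with at least 1 read (right) in each of the 225 cells, by tissue and sequencing run. Filled points are the 199 retained cells, crosses the cells left out by the quality filter, and horizontal bars the medians of the retained cells, which lie between 3528 and 4283.5 genes in the 4 groups.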

Because of its potential to detect as little as single-digit input spike-in molecules, we used the Fluidigm microfluidics C1 captures to obtain the maximal intensity of transcript detection [19]. We enriched for cells expressing at least one *Hoxd* gene by using only the GFP-positive cells sorted by flow cytometry from the *Hoxd1I::GFP* mouse E12.5 forelimbs (see Fig. 1d–f). 

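In the authors' table of quality values (Table S4), mapped reads are uniquely mapped reads outside the mitochondrial chromosome. Their number ranged from 62 to 12893316 in the 96 captured autopod cells and from 450 to 9711316 in the 129 zeugopod cells. The mean over the 225 cells was 4.78 M mapped reads. By tissue, the retained autopod cells had a mean of 4947894 mapped reads and the retained zeugopod cells 5630903. The share of mapped reads that fell on spike-ins differed between runs, with a median of 4.83% in the retained autopod cells of NXT0072, 0.37% in those of NXT0143, 0.495% in zeugopod cells of NXT0142 and 0.44% in those of NXT0143.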

After capture, the cells were sequenced at very high depth to reach the finest sensitivity of gene detection, with an average of about 8.7 M reads per cell (Additional file 2: Fig. S2).

The analysis of these transcriptomes showed that autopod and zeugopod cells portray distinct transcriptional signatures, as observed with a machine learning algorithm that reduces dimensionality (t-SNE). In this plot representation, we saw little intermingling only between autopod and zeugopod cells (Fig. 2a, b). 

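The separation of the tissues was measured without a tSNE, as the share of each cell's 15 nearest neighbours that came from its own tissue, in the space of 10 principal components of the 1000 most variable genes. Over the 199 retained cells this share was 83.0% on average, where random mixing of the cells would give 52.6%. For autopod cells it was 72.7% against 37.9% by mixing, and for zeugopod cells 89.4% against 61.6%. With all *Hox* genes left out the mean share was 82.5%. Among the settings that kept all 199 cells, the number of neighbours moved it most, to 78.4% over 30 neighbours. The share was 87.3% when log2(CPM + 1), where CPM is the number of reads of a gene per 1000000 reads on genes, took the place of the normalized values.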

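The intermingling differed between sequencing runs. Within NXT0143, the run that held both tissues, 77.2% of the neighbours came from the same tissue against 66.7% by mixing, and for its 17 autopod cells the share was 36.1% against 19.8% by mixing. When all 199 cells were placed together, the 59 autopod cells of NXT0072 had 82.9% autopod neighbours and the 17 autopod cells of NXT0143 had 37.3%. Of the neighbours of the latter cells, 7.45% were autopod cells of NXT0072, against 29.8% by mixing, 32.2% were zeugopod cells of NXT0142 and 30.6% zeugopod cells of NXT0143. With log2(CPM + 1) the autopod cells of NXT0072 made up 20.0% of these neighbours. For zeugopod cells the same-tissue shares were 91.3% in NXT0142 and 87.7% in NXT0143.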

To ensure that the single-cell signatures were specific to the two populations, we performed a differential expression analysis between the distal and proximal limbs. As shown in the MA plot, we found that genes specific to one or the other populations were indeed known markers of the two tissues (Fig. 2c and Additional file 3: Table S1). 

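The 12 genes marked in Fig. 2c were compared as the mean log2(normalized value + 1) of 76 autopod cells minus that of 123 zeugopod cells. *Hoxd13* (ENSMUSG00000001819) had a mean of 8.43 in the autopod and 0.55 in the zeugopod, a difference of 7.88, and at least 5 of its reads were found in 65 autopod cells (85.5%, interval 75.6 to 92.5%) and in 1 zeugopod cell. The other autopod markers were *Msx1* (chromosome 5, 37820485 to 37824583), with a difference of 4.95, *Id2* with 4.43, *Id1* with 3.83, *Sox9* with 3.14, *Hoxa13* with 2.96, *Wnt5a* with 2.89, *Hoxd12* with 2.72 and *Id3* with 2.40. Among the zeugopod markers, *Shox2* (ENSMUSG00000027833, chromosome 3, 66971727 to 66981771) gave a difference of −4.29, with at least 5 reads in 73 of 123 zeugopod cells (59.3%, interval 50.1 to 68.1%) and in 0 of 76 autopod cells, which allows a share of up to 3.95%. *Meox2* gave −3.60 and *Fstl1* −2.18. The 5 largest differences in each direction, among genes with the same direction in both comparisons of runs, also include *Prdm16* with 3.29, *Mest* with −4.88, *Itm2a* with −4.59, *Col1a1* with −4.39 and *Pdia3* with −4.39. Over 4898 genes with at least 5 reads in at least 25% of the cells of either tissue the median difference was −0.12. Within NXT0143 alone, 11 of the 12 marked genes kept their direction. *Hoxd13* gave 4.16, *Msx1* 3.69, *Shox2* −4.66 and *Meox2* −4.09, whereas *Fstl1* gave 0.24. The differences between autopod cells of NXT0072 and zeugopod cells of NXT0142 had the pooled direction for all 12 genes. There *Hoxd13* gave 8.91 and *Fstl1* −3.17. Within NXT0143 and in this second comparison, *Prdm16* gave 4.24 and 2.96, *Mest* −2.80 and −5.51, and *Itm2a* −4.17 and −4.28. In the same order, *Col1a1* gave −3.72 and −4.94, and *Pdia3* −1.43 and −5.60. The median over the 4898 genes was 0.18 in the first of these comparisons and −0.34 in the second. Over all 158 genes that could be matched among the first 160 entries of Table S1, the differences computed here equalled the log fold changes listed there to within 4.99e-10. Of the settings tried, a pseudocount of 10 moved the median over the 9 autopod markers most. It was 2.19, against 3.14 with the pseudocount of 1. *Hoxd13* and *Fstl1* moved further within NXT0143 than with the pseudocount of 10, which gave 5.50 and −1.78. The paper made this comparison to check that the signatures were specific to the 2 populations. It reports that the genes found for either population were known markers of these tissues.

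**Figure D2:**
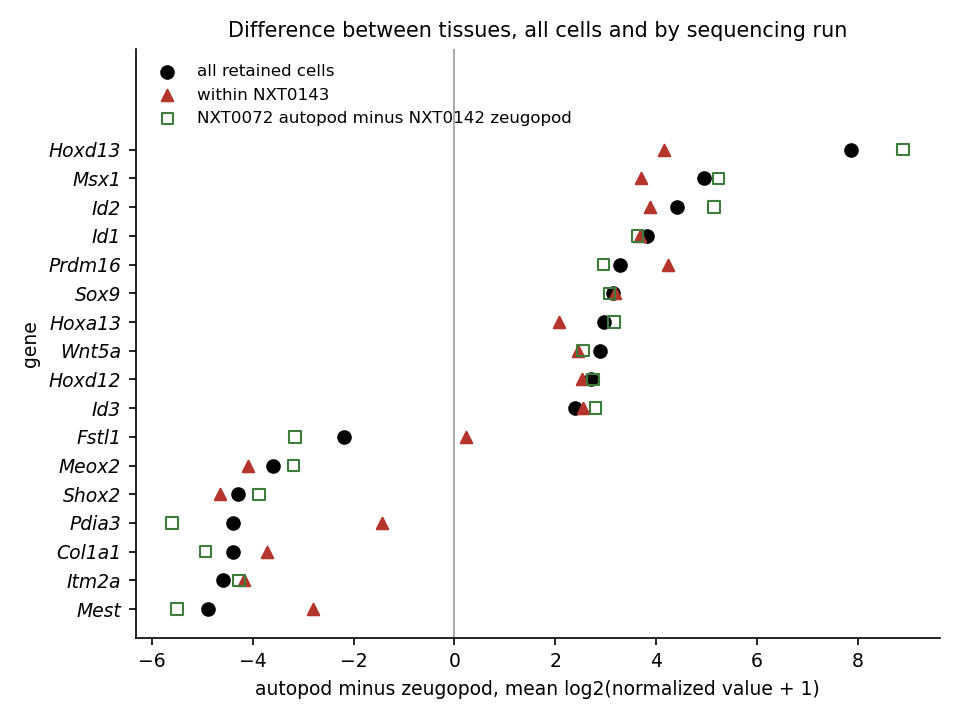
Difference between autopod and zeugopod cells in mean log2(normalized value + 1) for the markers of Fig. 2c and the 5 genes with the largest difference in each direction. Black circles use all 199 retained cells, red triangles the cells of NXT0143, and open squares autopod cells of NXT0072 minus zeugopod cells of NXT0142. *Fstl1* is the only gene drawn whose direction differs, with 0.24 within NXT0143.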

In fact, most of the autopod-specific genes are part of a tight interactive network established through weighted aggregation of known interactions (Fig. 2d and Additional file 4: Fig. S3), thus confirming the high level of gene detection in our single cells (Fig. 2d and Additional file 2: Fig. S2).

**Fig. 2:**
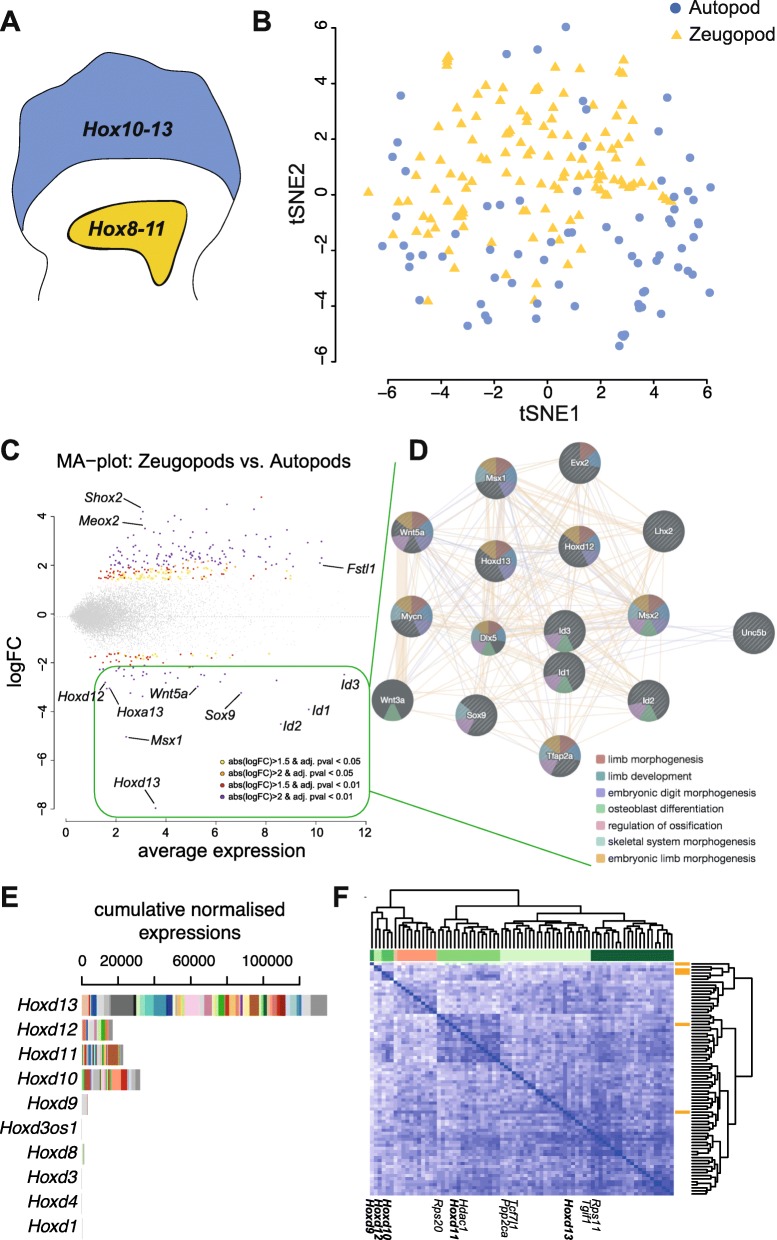
Single-cell transcriptomics from forelimb autopod and zeugopod. **a** Schematics of forelimb territories harboring different combinations of *Hoxd* gene activity. Single-cell RNA-seq was performed on micro-dissected 12.5 forelimb autopod (AP, blue) and zeugopod (ZP, yellow) tissues derived from *Hoxd11::GFP* limbs and positive for GFP. **b** T-distributed stochastic neighbor embedding (tSNE) plot of gene expression relationships amongst the 199 single cells from AP (blue) and ZP (yellow) shows a segregation along the tSNE2 axis. **c** MA plot produced from cross-analysis between AP and ZP cells. Known genes with differential expression between tissues are indicated on the graph. **d** Gene nodes from the differentially expressed genes (DEG) upregulated in autopod tissue, as computed using co-expression and interaction meta-analysis. **e** Cumulative combinatorial expression of *Hoxd* genes in the autopod cells indicating variability of gene expression across *Hoxd* genes from cell to cell. **f** Spearman’s rank correlation heatmap and hierarchical clustering of genes that covaried with at least one posterior *Hoxd* gene in the autopod cells. Below are shown the names of *Hoxd* genes (bold) and their known target genes

To visualize the relative mRNA contributions from all *Hoxd* genes, we plotted their cumulative expressions with color-coded single cell (Fig. 2e and Additional file 5: Fig. S4). 

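Summed over the 76 autopod cells, *Hoxd13* made up 63.8% of the normalized values of the 9 *Hoxd* genes, *Hoxd10* 15.1%, *Hoxd11* 10.8%, *Hoxd12* 8.01%, *Hoxd9* 1.46% and *Hoxd8* 0.632%. *Hoxd4* had 4 reads in these cells, *Hoxd3* 0 and *Hoxd1* 220, and each of the 3 genes was on in 0 of 76 cells. The sums rest on few cells for some genes, as a single autopod cell with a normalized value of 2916 held most of the *Hoxd9* sum of 3091. In cells in which the gene was on, by the rule of the paper's methods (a normalized value of at least 5 that is also at least 5% of the highest *Hoxd* gene of the cell), the median normalized value was 1433 for *Hoxd13*, 527 for *Hoxd12*, 301 for *Hoxd11* and 415 for *Hoxd10*. *Hoxd3* and *Hoxd4* overlap in the annotation, so that reads could not always be assigned to either gene, and the antisense transcript *Hoxd3os1* was not included. By the paper's methods the embryos were heterozygous for an allele in which the *TauGFP* insertion inactivated *Hoxd11*. Levels of *Hoxd11* relative to the other *Hoxd* genes may therefore differ from those in wild-type cells.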

While the distribution of absolute levels mirrored quite well the pattern previously established using other approaches [4, 6], we observed again a selectivity in expression, which also applied to *Hoxd12*, *Hoxd11*, and *Hoxd10*. 

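By the paper's rule for a gene being on, 68 of the 76 retained autopod cells had *Hoxd13*, *Hoxd11* or both on. Both genes were on in 34 of these 68 cells (50.0%, interval 37.6 to 62.4%). *Hoxd13* was on without *Hoxd11* in 27 cells (39.7%, interval 28.0 to 52.3%), and *Hoxd11* without *Hoxd13* in 7 cells (10.3%, interval 4.24 to 20.1%). All 27 cells with *Hoxd13* and without *Hoxd11* came from NXT0072, in which they were 49.1% of the 55 cells with either gene. In NXT0143, 0 of 13 cells with either gene were of this class and 5 of 13 (38.5%, interval 13.9 to 68.4%) had *Hoxd11* without *Hoxd13*. The shares depended on the part of the rule that compares genes within a cell. With a normalized value of at least 5 and no comparison, both genes were on in 57 of 70 cells (81.4%, interval 70.3 to 89.7%) and *Hoxd13* without *Hoxd11* in 6 (8.57%). With at least 1 read as the criterion, both were on in 67 of 73 cells (91.8%, interval 83.0 to 96.9%).

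**Figure D3:**
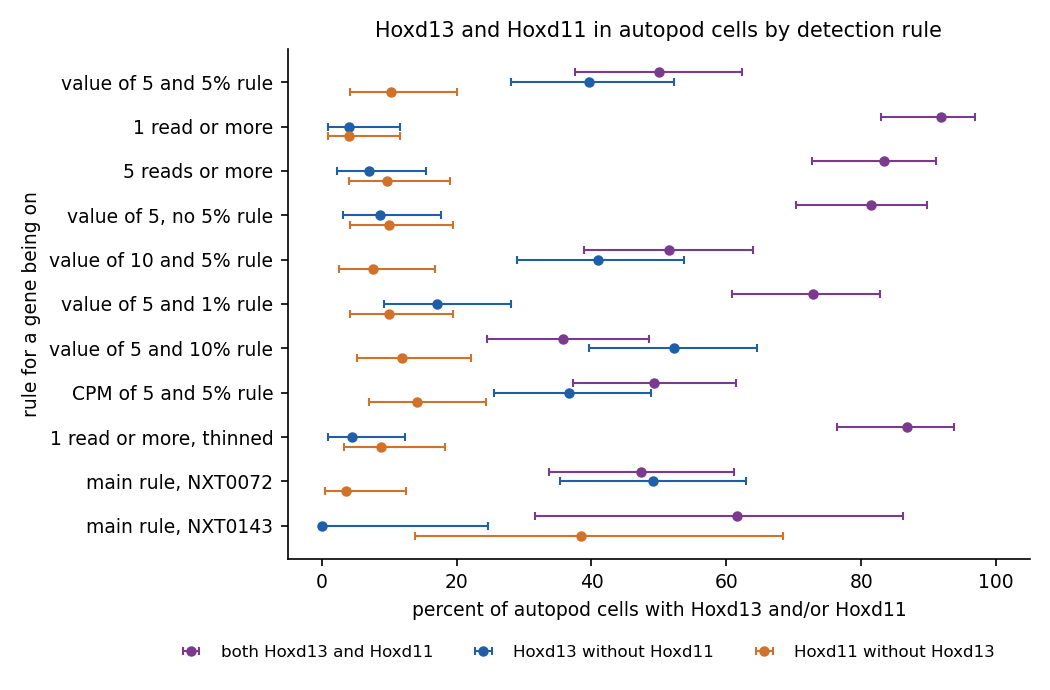
Percent of autopod cells with both *Hoxd13* and *Hoxd11* on (purple), *Hoxd13* without *Hoxd11* (blue) and *Hoxd11* without *Hoxd13* (orange), among cells with either gene on, under each detection rule. Points are shares and bars exact binomial intervals; the share with both genes lies between 35.8% when the gene must reach 10% of the highest *Hoxd* gene and 91.8% when 1 read suffices.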

Of note, amongst autopod cells positive either for *Hoxd13* and/or for *Hoxd11*, we identified similar proportions as before, with the majority of cells expressing both *Hoxd11* and *Hoxd13*, 40% containing *Hoxd13* mRNAs only and 10% with *Hoxd11* mRNAs only.

To assess the potential covariances between the five *Hoxd* genes important for limb development (from *Hoxd9* to *Hoxd13*), we classified by Spearman’s rank correlation the genes that covaried with at least one of the *Hoxd* genes. 

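Spearman's rank correlation was computed across the 76 autopod cells for the 10 pairs among *Hoxd9* to *Hoxd13*, as part of 75 correlations of *Hoxd* genes with each other and with target genes. Cells of 1 pooled sample are not independent samples, so the coefficients are given as a description, without a p-value. *Hoxd13* correlated with *Hoxd12* at 0.485, with *Hoxd11* at 0.403, with *Hoxd10* at 0.271 and with *Hoxd9* at 0.0852. *Hoxd11* correlated with *Hoxd10* at 0.355, with *Hoxd12* at 0.338 and with *Hoxd9* at 0.113. Between *Hoxd12* and *Hoxd10* the coefficient was 0.210, between *Hoxd12* and *Hoxd9* 0.108, and between *Hoxd10* and *Hoxd9* 0.251. *Hoxd9* had at least 5 reads in 6 of the 76 cells. Each coefficient that was computed with CPM was lower, most of all for *Hoxd13* and *Hoxd10*, at −0.0348.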

A hierarchical clustering from these 76 genes showed a clear segregation between *Hoxd11/Hoxd13*, on the one hand, and *Hoxd9*, *Hoxd10*, and *Hoxd12*, on the other hand (Fig. 2f). 

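The pairs were recomputed within each run and after allowing for the number of genes detected per cell, with a partial rank correlation. *Hoxd13* and *Hoxd11* correlated at 0.510 among the 59 autopod cells of NXT0072, at 0.759 among the 17 of NXT0143, and at 0.228 given the genes detected. For *Hoxd12* and *Hoxd10* the values were 0.315, −0.220 and 0.0799, and for *Hoxd10* and *Hoxd9* they were 0.221, 0.310 and 0.175. *Hoxd13* and *Hoxd12* gave 0.524, 0.489 and 0.377.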

While *Hoxd9*, *Hoxd10*, and *Hoxd12* were closely associated in either the presence or the absence of their mRNAs, *Hoxd11* and *Hoxd13* were part of two different sub-clusters associated with different set of genes, suggesting that the cell-specific expression of combinations of *Hoxd* genes may have some biological relevance.

### Combinatorial *Hoxd* gene expression observed in single limb bud cells

Therefore, despite their shared tissue-specific regulatory landscapes, *Hoxd* genes are not systematically expressed together in the same cells. 

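Among the 76 autopod cells, *Hoxd13* was on in 61, *Hoxd11* in 41, *Hoxd10* in 33 and *Hoxd12* in 17. *Hoxd13* shared 16 cells with *Hoxd12* and 25 with *Hoxd10*. *Hoxd11* shared 19 cells with *Hoxd10* and 15 with *Hoxd12*, and *Hoxd12* shared 10 cells with *Hoxd10*. Thus, 1 of the 17 cells with *Hoxd12* lacked *Hoxd13* and 2 lacked *Hoxd11*. In 22 of the 76 cells a gene from *Hoxd9* to *Hoxd13* had a normalized value between 2.5 and 10, close to the threshold of 5. A normalized value of at least 5 can rest on few reads, since 18411 values of at least 5 in the deposited table came from fewer than 5 reads. From cells in which mRNAs of only some of the genes were found, the paper concludes that genes sharing regulatory landscapes need not be expressed in the same cells.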

A discretization of the expression levels allowed us to score the various mRNA combinations observed either in autopod (Fig. 3a) or in zeugopod (Additional file 6: Fig. S5) single cells. In the autopod, the largest population was composed of cells expressing *Hoxd13* only, followed by a population expressing both *Hoxd11* and *Hoxd13* and then by an unexpected pool of cells with only *Hoxd10* and *Hoxd13* mRNAs. 

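The paper's rule gave 16 combinations in the 76 autopod cells, counting the absence of all *Hoxd* genes as a combination. *Hoxd13* alone was on in 16 cells (21.1%, interval 12.5 to 31.9%), *Hoxd13* with *Hoxd11* in 13 cells (17.1%, interval 9.43 to 27.5%) and *Hoxd13* with *Hoxd10* in 9 cells (11.8%, interval 5.56 to 21.3%). The intervals of the 3 shares overlap. All 16 cells with *Hoxd13* alone and all 9 with *Hoxd13* and *Hoxd10* were in NXT0072, as were 11 of the 13 with *Hoxd13* and *Hoxd11*. No *Hoxd* gene was on in 3 autopod cells. Without the comparison with the highest *Hoxd* gene of the cell, *Hoxd13* alone was on in 3.95% of the autopod cells.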

Cells containing three or more distinct *Hoxd* mRNAs were a minority and only 11% of cells expressed four genes, from *Hoxd10* to *Hoxd13*. 

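In the autopod, 23 of 76 cells had 3 or more *Hoxd* genes on (30.3%, interval 20.2 to 41.9%), 16 of 59 in NXT0072 and 7 of 17 in NXT0143. The combination of *Hoxd10*, *Hoxd11*, *Hoxd12* and *Hoxd13* was found in 8 cells (10.5%, interval 4.66 to 19.7%), all of them in NXT0072. *Hoxd13*, *Hoxd11* and *Hoxd10* were on in 7 cells (9.21%) and *Hoxd13*, *Hoxd12* and *Hoxd11* in 5 cells (6.58%), 4 of which were in NXT0143. With at least 5 reads as the criterion the share with 3 or more genes was 69.7%, above the upper limit of the interval.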

We asked whether these unambiguous associations were random or coupled with specific gene signatures by performing a T-distributed stochastic neighbor embedding (tSNE) on all autopod and zeugopod cells. 

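The 58 autopod cells of the 6 largest combinations were compared by their 5 nearest neighbours in the space of 10 principal components. On average 29.0% of the neighbours had the same combination, where mixing would give 17.7%. The share was also 29.0% without *Hox* genes, 31.7% with log2(CPM + 1), and 30.4% against 20.3% by mixing within NXT0072. After each cell was thinned at random to 500000 reads it was 29.8% against 17.4% by mixing. These 4 settings were chosen after the values had been seen. None of them evens out the number of genes with at least 1 read, which differed between the combinations. In cells thinned to 500000 reads its median was 2327.5 with *Hoxd13* alone and 4204.5 with *Hoxd10* to *Hoxd13*. Whether the shares follow the combinations or this number was not tested.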

We observed that groups of cells containing different combinations of *Hoxd* mRNAs tend to segregate, suggesting that their differences in gene expression is not restricted to *Hoxd* genes only (Fig. 3c).

**Fig. 3:**
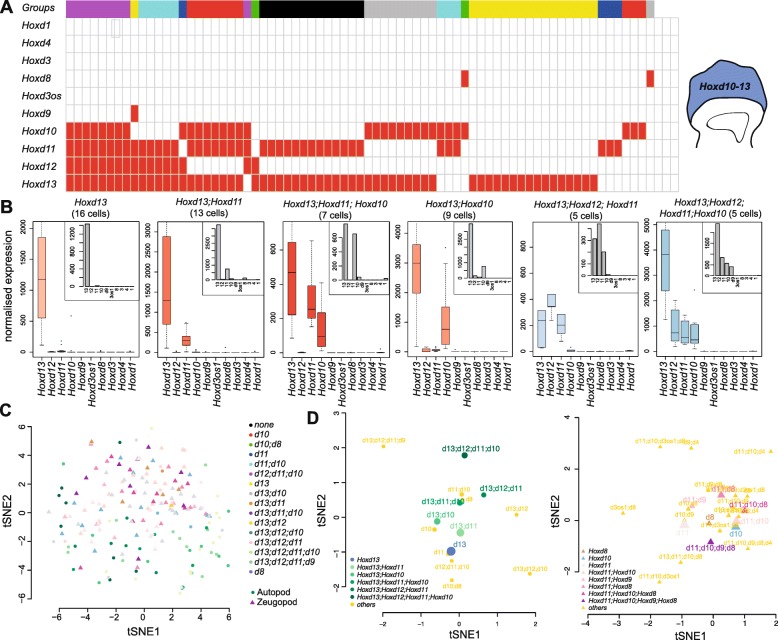
Combinatorial *Hoxd* gene expression in single cells. **a** Supervised cluster analysis reveals 16 combinations (clusters) of posterior *Hoxd* genes in autopod single cells. **b** Boxplots showing normalized expression for all *Hoxd* genes for the six main clusters from autopod cells, with a representative single cell shown in the top-right corner. **c** tSNE with color-coded combinations of posterior *Hoxd* genes in autopods and zeugopods. **d** tSNE showing groups of cells sharing the same combination of expression in autopod (left) and zeugopod (right)

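By combination, 50.0% of the neighbours of cells with *Hoxd13* alone had *Hoxd13* alone, against 26.3% by mixing. Cells with *Hoxd10* to *Hoxd13* had 32.5% neighbours of their own combination against 12.3%, and cells with *Hoxd13*, *Hoxd12* and *Hoxd11* had 32.0% against 7.02%. The latter share was 20% with log2(CPM + 1) and 12% against 7.41% by mixing in thinned cells, and 4 of the 5 cells are from NXT0143, so that it cannot be given within NXT0072, which has 1. For *Hoxd13* with *Hoxd11* the share was 24.6% against 21.1%, for *Hoxd13* with *Hoxd10* 8.89% against 14.0%, and for *Hoxd13*, *Hoxd11* and *Hoxd10* 8.57% against 10.5%. For the last 2 combinations the position relative to mixing depended on the setting, with 17.8% against 16.3% for *Hoxd13* with *Hoxd10* within NXT0072 and 13.3% against 9.26% for *Hoxd13*, *Hoxd11* and *Hoxd10* in thinned cells. With so few cells per group these shares are a description of the cells at hand.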

We then performed separate tSNE for autopod and zeugopod cells by clustering cells according to their *Hoxd* combinatorial patterns (Fig. 3d) and observed that some combinations tend to cluster together. This effect was particularly clear in autopod cells whenever a sufficient number of cells (> 5) were plotted and we noticed that the transcriptional diversity increased along the second dimension of the tSNE, when a higher diversity of *Hoxd* mRNAs was scored in the same cells. 

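The number of genes detected rose with the number of *Hoxd* genes on in autopod cells. Cells with 1 *Hoxd* gene on had a median of 2800 genes with at least 1 read, cells with 2 had 3540, cells with 3 had 4051, and cells with 4 had 5557, while the 3 cells with none had 3243. The rank correlation was 0.499 over the 76 cells, 0.559 in NXT0072 and 0.186 in NXT0143. With the genes detected counted after thinning to 500000 reads, the coefficient was 0.484, over the 72 cells that could be thinned. The *Hoxd* genes on were those called before thinning. With *Hoxd* genes counted at 1 read or more in the thinned cells it was 0.494. The 16 cells with *Hoxd13* alone had a median of 3139.5 genes (range 1992 to 4291) and the 8 cells with *Hoxd10* to *Hoxd13* had 5564 (range 4177 to 6162). At 500000 reads the medians were 2327.5 over 14 cells and 4204.5 over 8 cells.

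**Figure D4:**
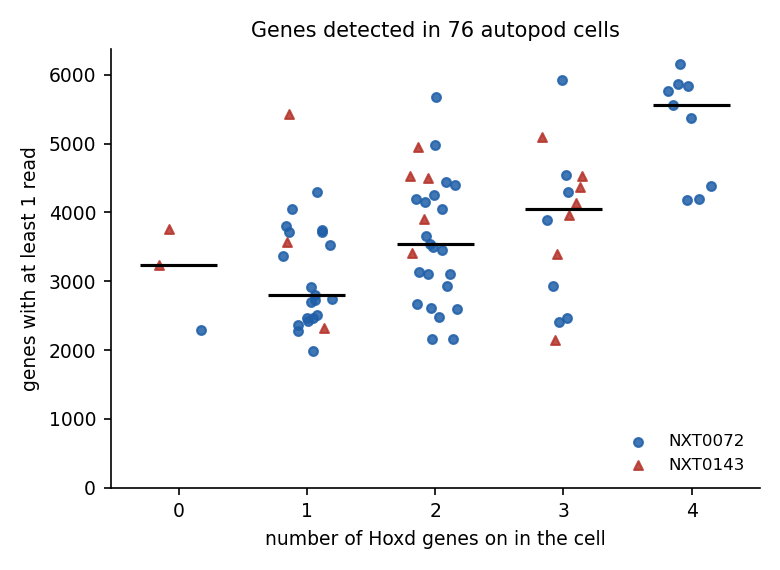
Genes with at least 1 read in each of the 76 autopod cells, by the number of *Hoxd* genes on, with cells of NXT0072 as blue circles and cells of NXT0143 as red triangles. Horizontal bars are medians, which rise from 2800 genes with 1 *Hoxd* gene on to 5557 with 4, and the latter group has cells of NXT0072 only.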

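In the zeugopod, 97 of the 123 cells had 1 of 8 combinations found in more than 5 cells each. Of their 5 nearest neighbours, 13.6% had the same combination, against 13.4% by mixing. The most frequent combinations were *Hoxd11* alone in 19 cells (15.4%, interval 9.56 to 23.1%), *Hoxd11* with *Hoxd10* in 17 cells (13.8%) and *Hoxd10* alone in 16 cells (13.0%). No *Hoxd* gene was on in 10 cells, 9 of which were in NXT0143. The rank correlation between the number of *Hoxd* genes on and the genes detected was 0.0140 over the zeugopod cells. In the zeugopod 29 cells had 3 or more genes on (23.6%, interval 16.4 to 32.1%), 24 of 58 in NXT0142 and 5 of 65 in NXT0143. Within NXT0143, the run with both tissues, the interval of the zeugopod share (7.69%, 2.54 to 17.0%) lay below that of the autopod share (41.2%, 18.4 to 67.1%), whereas the intervals over all runs overlap.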

In zeugopod cells, groups of cells also segregated, though not as distinctly, suggesting a more homogeneous distribution of *Hoxd* mRNAs. These results suggested that sub-populations of autopod cells transcribe various combinations of *Hoxd* genes.

### Analysis of *Hoxd* cellular clusters

To more precisely assess this apparent cellular selectivity in *Hoxd* gene expression, we determined whether particular cell clusters were at a specific phase of the cell cycle. 

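Cell cycle phases were called with cyclone of the R package scran, which compares pairs of genes within each cell, on the raw counts. Of the 58 autopod cells in the 6 largest combinations, 13 were called G2/M, 2 S and 43 G1. Of the G2/M calls, 6 were among the 16 cells with *Hoxd13* alone (37.5%, interval 15.2 to 64.6%) and 4 among the 8 cells with *Hoxd10* to *Hoxd13* (interval 15.7 to 84.3%). *Hoxd13* with *Hoxd11* had 2 of 13, *Hoxd13* with *Hoxd11* and *Hoxd10* had 1 of 7, and the other combinations had 0 of 9 and 0 of 5. The intervals of all 6 groups overlap, and as cells were not used as replicates, no test between the groups was made. At 500000 reads per cell the calls were 4 of 14 and 4 of 8 in the first 2 groups. Over all cells the shares called G2/M were 14 of 76 in the autopod and 21 of 123 in the zeugopod (17.1%, interval 10.9 to 24.9%).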

While most cells with G2 scores were observed either with *Hoxd13* mRNAs only or with four posterior *Hoxd* genes active, we did not detect any significant difference associated with a specific combination of mRNAs (Additional file 6: Fig. S5). We next performed a differential gene expression analysis to assess the degree of relationship between the six main cellular groups (Fig. 4a–c). 

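The paper's Table S2 lists 343 genes with 381 calls over the 15 pairs of the 6 combinations. Of these calls, 305 are between cells with *Hoxd13* alone and cells with *Hoxd10* to *Hoxd13*, 32 between cells with *Hoxd13* alone and cells with *Hoxd13*, *Hoxd12* and *Hoxd11*, and 31 between cells with *Hoxd13* and *Hoxd11* and cells with *Hoxd10* to *Hoxd13*. The log fold changes of the table are reached from the normalized values as differences of mean log2(value + 1), to within 4.98e-10. The paper's test took cells as replicates; here the cells are 1 pooled sample, so the differences are given without a test. Over the 305 genes the median difference between the 8 cells with *Hoxd10* to *Hoxd13* and the 16 cells with *Hoxd13* alone was 5.45 (10th to 90th percentile 3.74 to 7.12). Over all 10948 genes it was 1.06, and 81.9% of the genes were higher in the cells with *Hoxd10* to *Hoxd13*. With log2(CPM + 1) the medians were 4.00 and 0.45. The summed normalized values per cell had medians of 593731.5 with *Hoxd13* alone and 3372101.1 with *Hoxd10* to *Hoxd13*, a ratio of 5.68. All 381 calls were higher in the group with the higher median of genes detected. The genes with the largest difference were *Ppp1ca* with 9.16, *Psmc5* with 8.90, *Ggnbp2* with 8.73, *Mfap4* with 8.67 and *Etfb* with 8.04.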

Most of the differentially expressed genes (343 genes, Additional file 7: Table S2 and Additional file 8: Fig. S6) were scored between cells expressing only *Hoxd13* and cells expressing either three (*Hoxd11*–*Hoxd13*) or four (*Hoxd10* to *Hoxd13*) genes (Fig. 4a). 

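*Jag1* (ENSMUSG00000027276), which encodes a Notch ligand, lies on chromosome 2 of GRCm38 from 137081456 to 137116644. Its mean log2(normalized value + 1) was 2.34 in the 16 cells with *Hoxd13* alone and 8.29 in the 8 cells with *Hoxd10* to *Hoxd13*, a difference of 5.95. At least 5 *Jag1* reads were found in 6 of the 16 and in 8 of the 8 cells. The difference was 4.26 with log2(CPM + 1) and 3.62 after thinning to 500000 reads. Across the 52 autopod cells of neither group, *Jag1* correlated with the number of genes detected at 0.132.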

Amongst these differentially expressed genes, many displayed strong autopod expression, including *Jag1*, which is downregulated in the absence of the HOX13 proteins [20]. 

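*Smarcc1*, *Mrps17*, *Snrpd2*, *Supt6*, *Tax1bp1*, *Rab5c*, *Ncbp2* and *Map3k7* were compared between the 13 autopod cells with *Hoxd13* and *Hoxd11* and the 8 with *Hoxd10* to *Hoxd13*. *Mrps17* had the largest difference of the 8 genes, 6.79, followed by *Tax1bp1* with 6.38, *Snrpd2* with 5.95, *Smarcc1* with 5.70, *Rab5c* with 5.56, *Ncbp2* with 5.14, *Map3k7* with 4.90 and *Supt6* with 4.87. With log2(CPM + 1) they lay between 3.62 for *Snrpd2* and 6.22 for *Mrps17*. Against the 16 cells with *Hoxd13* alone, the same 8 cells were also higher for all 8 genes, by between 3.89 for *Supt6* and 4.89 for *Snrpd2*. The cells with *Hoxd10* to *Hoxd13* had 2109 more genes detected, as a difference of medians, than the cells with *Hoxd13* and *Hoxd11*.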

Out of 31 genes differentially expressed between cells containing either *Hoxd13* and *Hoxd11* mRNAs or *Hoxd10*, *Hoxd11*, *Hoxd12*, and *Hoxd13* mRNAs, only eight were specific to these two combinations, i.e., *Smarcc1*, *Mrps17*, *Snrpd2*, *Supt6*, *Tax1bp1*, *Rab5c*, *Ncbp2*, and *Map3k7*.

**Fig. 4:**
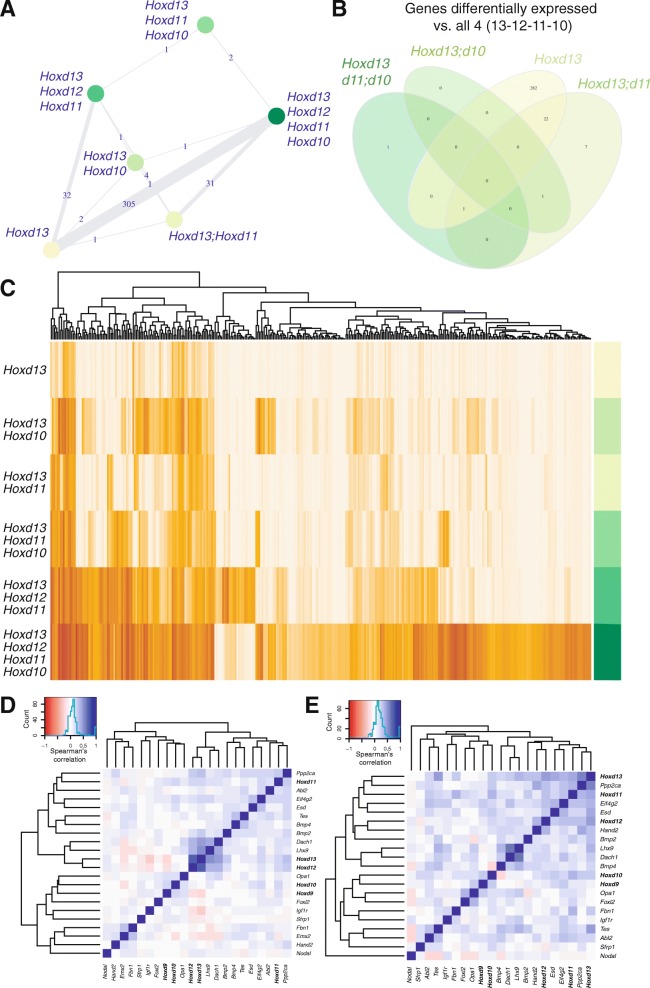
Analysis of *Hoxd* mRNA combinations clusters (**a**). Network diagram of differentially expressed genes between the six main combinations of posterior *Hoxd* genes. **b** Venn diagram showing the number of overlapping genes differentially expressed between the same combinations. **c** Heatmap and unsupervised clustering of the 343 differentially expressed genes in the six groups of cells. **d**, **e** Spearman’s rank correlation heatmaps and clustering of posterior *Hoxd* genes and their targets in the full set of 199 cells from autopod and zeugopod (**d**) and only in autopod cells (**e**)

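The other combinations were compared with cells with *Hoxd13* alone by their median difference over all 10948 genes. It was 0.11 for *Hoxd13* with *Hoxd11*, 0.21 for *Hoxd13* with *Hoxd10*, 0.06 for *Hoxd13*, *Hoxd11* and *Hoxd10*, and 0.20 for *Hoxd13*, *Hoxd12* and *Hoxd11*, so that *Hoxd13*, *Hoxd11* and *Hoxd10* lay below both combinations of 2 genes. Cells with *Hoxd10* to *Hoxd13* stood 0.73 above *Hoxd13* with *Hoxd10* and 0.87 above *Hoxd13* with *Hoxd11*. They stood 0.83 above *Hoxd13*, *Hoxd11* and *Hoxd10*, and 0.60 above *Hoxd13*, *Hoxd12* and *Hoxd11*. With log2(CPM + 1) these values were smaller, at 0.27, 0.34, 0.31 and 0.13 in the same order. Against *Hoxd13* alone, log2(CPM + 1) gave 0.04, 0.07, 0 and 0.13 for the other combinations, in the order first given. The medians of genes detected exceeded that of *Hoxd13* alone by 315.5, 1062.5, 750.5, 1160.5 and 2424.5, in the order *Hoxd13* with *Hoxd11*, *Hoxd13* with *Hoxd10*, *Hoxd13* with *Hoxd11* and *Hoxd10*, *Hoxd13* with *Hoxd12* and *Hoxd11*, and *Hoxd10* to *Hoxd13*.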

Noteworthy, the clustering of expressed transcripts showed a hierarchical organization with a progression from those cells expressing *Hoxd13* only to two, then three, and finally four *Hoxd* genes (Fig. 4c). 

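*Ppp2ca* (chromosome 11, 52098681 to 52127778), *Uty* on the Y chromosome and *Hoxa11os* (chromosome 6, 52244393 to 52249799) were compared between cells with *Hoxd13* alone and cells with *Hoxd10* to *Hoxd13*. *Ppp2ca* was higher by 6.18 in the latter, with at least 5 reads in 9 of 16 and 8 of 8 cells. *Hoxa11os* was higher by 7.86, with at least 5 reads in 7 of 16 and 8 of 8 cells. It overlaps *Hoxa11* on the other strand, and the counting is not stated to use the strand, so its value may hold reads of *Hoxa11*. *Uty* was higher by 1.97, with at least 5 reads in 0 of 16 and 4 of 8 cells, and depends on the sex of the embryo from which a cell came.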

As some of these genes were previously identified either as HOX protein targets (e.g., *Ppp2ca* [21]) or being part of a *Hox* functional pathways (e.g., *Uty* [22, 23] or *Hoxa11os* [24, 25]), we assessed whether specific target genes could be associated with particular combinations of *Hoxd* mRNAs. We generated a supervised clustering showing the covariance of known target genes in a Spearman correlation matrix (Fig. 4d, e). 

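Correlations of *Hoxd* genes with the target genes *Hand2*, *Sfrp1*, *Ppp2ca*, *Bmp2*, *Bmp4*, *Dach1* and *Lhx9* were computed across the 199 cells and within each run. Across all cells, *Hoxd13* correlated with *Ppp2ca* at 0.330, with *Bmp2* at 0.265, with *Bmp4* at 0.0244, with *Hand2* at −0.0453 and with *Sfrp1* at −0.149. *Hoxd10* correlated with *Ppp2ca* at 0.0617 and *Hoxd9* with *Ppp2ca* at −0.0554. The set of all cells mixes the 2 tissues and the 3 runs. Within NXT0072, which held autopod cells only, *Hoxd13* correlated with *Sfrp1* at 0.180 and with *Hand2* at 0.354.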

When the 199 cells originating from both the autopod and the zeugopod were considered, we found a clear partition of target gene mRNAs into two groups corresponding to the nature of *Hoxd* mRNAs present (Fig. 4d). The presence of *Hoxd9* and *Hoxd10* mRNAs aggregated with targets genes such as *Hand2* and *Sfrp1*, whereas *Hoxd11*, *Hoxd12*, and *Hoxd13* were co-expressed with different target genes such as *Ppp2ca* and *Bmp2/4*. 

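Across the 199 cells, *Hoxd9* correlated with *Hand2* (chromosome 8, 57320983 to 57324633) at 0.0389 and with *Sfrp1* (chromosome 8, 23411502 to 23449632) at 0.138, and *Hoxd10* with *Hand2* at −0.0428 and with *Sfrp1* at 0.122. *Hoxd11* and *Hoxd12* correlated with *Ppp2ca* at 0.284 and 0.299. With *Bmp2* they gave 0.108 and 0.177, and with *Bmp4* 0.0266 and −0.0134. By run, *Hoxd9* and *Sfrp1* gave −0.0905 in NXT0072, 0.202 in NXT0142 and 0.0801 in NXT0143, and *Hoxd10* and *Hand2* gave 0.173, −0.224 and −0.168. *Hoxd13* and *Ppp2ca* gave 0.605, 0.118 and 0.117 in the same order.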

Finally, the highest clustering across all cells was observed between *Hoxd12*, *Hoxd13*, *Dach1*, and *Lhx9*, thus revealing a robust link between these genes.

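Among these genes the highest coefficient across the 199 cells was that of *Hoxd12* with *Hoxd13*, 0.726. *Hoxd13* correlated with *Lhx9* (chromosome 1, 138825186 to 138848577) at 0.542 and with *Dach1* (chromosome 14, 97786853 to 98169765) at 0.499. *Dach1* correlated with *Lhx9* at 0.448, and *Hoxd12* with *Dach1* at 0.378 and with *Lhx9* at 0.363. All 4 genes had higher means in the autopod, with a difference of 3.16 for *Lhx9* and 2.17 for *Dach1*. Within the 76 autopod cells the coefficients were 0.390 for *Hoxd13* with *Lhx9*, 0.295 for *Hoxd13* with *Dach1* and 0.647 for *Dach1* with *Lhx9*. Within the zeugopod cells of NXT0142, *Dach1* with *Lhx9* gave −0.154 and *Hoxd12* with *Hoxd13* gave −0.0309, where 1 and 1 of the 58 cells had at least 5 reads of *Hoxd13* and *Hoxd12*.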

When only autopod cells were considered, we observed two groups, with *Hoxd9* and *Hoxd10* transcripts in one cluster, while the more centromeric genes *Hoxd11*, *Hoxd12*, and *Hoxd13* were transcribed in the other (Fig. 4e). 

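Within the 76 autopod cells, *Hoxd10* correlated with *Sfrp1* at 0.236 and with *Hand2* at 0.157, and *Hoxd9* with *Sfrp1* at 0.0580 and with *Hand2* at 0.0760. *Hoxd13* correlated with *Ppp2ca* at 0.584, with *Bmp2* at 0.322 and with *Hand2* at 0.335. *Hoxd11* gave 0.365 and *Hoxd12* 0.336 with *Ppp2ca*, and *Hoxd10* gave 0.288. Given the genes detected, the coefficient of *Hoxd13* with *Ppp2ca* was 0.497, that of *Hoxd11* 0.208, that of *Hoxd12* 0.215 and that of *Hoxd10* 0.171.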

As the former group did not express any of those genes typically upregulated in distal cells (*Hoxd12* and *Hoxd13*), we wondered whether such differences in transcript distribution may reflect various stages in the progression of distal limb cells towards their final fates. We thus implemented a measure of cellular pseudo-age, a strategy that evaluates a temporal hierarchy amongst single cells based on their respective transcriptomes. This approach allows to plot cells along a linearized axis to infer whether the combination alignments observed in the tSNE may correlate with a modulation of the time component [26–28].

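Diffusion maps were computed with scanpy, since the package destiny was not at hand, from 15 neighbours in the space of 10 principal components of the 1000 most variable genes, for the autopod and zeugopod cells separately. A diffusion map places cells by the probability of reaching one from another in random steps between similar cells. In the 76 autopod cells the first component ran from −0.174 to 0.178, and 40 cells lay below 0 and 36 above. Of the 40 cells 2 were from NXT0143, and of the 36 cells 15. In the 123 zeugopod cells the first component had a rank correlation of 0.0484 in absolute value with the number of *Hoxd* genes on, and of 0.866 with the number of genes detected.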

We performed such a pseudo-time analysis on the single cells isolated from both the autopod and zeugopod and found that cells indeed spread along the pseudo-temporal axis that was linearized through a diffusion map (Fig. 5a, b). This was also the case when we plotted cells originating from a single female embryo, which illustrates that the maturation is not due to cells coming from embryos at slightly different developmental stages (Additional file 9: Fig. S7). In these maps, while zeugopod cells did not distribute well along a temporal frame (Fig. 5b), the autopod cells were much better aligned (Fig. 5a). 

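The labels name no embryo, so cells were sorted by their reads on *Xist*, which is transcribed from the inactive X chromosome of female cells, and on the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. With at least 5 reads as the criterion, 10 of the 76 autopod cells had *Xist* alone, 36 had Y-linked reads alone, 24 had both and 6 had neither. The 10 cells with *Xist* alone were all from NXT0072 and may come from more than 1 female embryo. Along the first component of the map of all autopod cells they spread from −0.174 to 0.103, with 1992 to 4256 genes detected, while the 36 cells with Y-linked reads alone spread from −0.174 to 0.178. Within these 10 cells the rank correlation of the component was 0.383 with the number of *Hoxd* genes on and 0.891 with the genes detected. With at least 50 reads as the criterion, 21 cells had *Xist* alone and 5 had both.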

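The number of *Hoxd* genes on had a rank correlation with the first component of 0.472 in the 76 autopod cells. In the zeugopod map the absolute value of this coefficient was 0.213 over the 58 cells of NXT0142 and 0.0596 over the 65 cells of NXT0143. The component followed the number of genes detected in both runs of the zeugopod, at 0.897 and 0.854 in absolute value.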

As illustrated with gene expression clustering (Fig. 4a–c), specific combinations are distributed along the temporal axis in a way related to the various combinations of *Hoxd* mRNAs, with the *Hoxd13*-only cells at one extremity of the axis and the *Hoxd10* to *Hoxd13* combination at the other extremity (Fig. 5c, d). 

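Along the first component of the autopod map, the median position was −0.0937 for the 16 cells with *Hoxd13* alone and 0.150 for the 8 cells with *Hoxd10* to *Hoxd13*, the lowest and the highest of the 6 combinations. Which end of the axis is called high is arbitrary and was set by these 2 combinations. In between lay *Hoxd13* with *Hoxd11* at −0.0650, *Hoxd13* with *Hoxd11* and *Hoxd10* at −0.0515, *Hoxd13* with *Hoxd10* at 0.103 and *Hoxd13* with *Hoxd12* and *Hoxd11* at 0.109. With log2(CPM + 1) *Hoxd13* alone and *Hoxd13* with *Hoxd11* and *Hoxd10* both had −0.114, the latter being slightly lower. With all genes in place of the 1000 most variable, the median of *Hoxd10* to *Hoxd13*, 0.111, fell below those of *Hoxd13* with *Hoxd10*, 0.113, and *Hoxd13* with *Hoxd12* and *Hoxd11*, 0.112. The component correlated with the genes detected per cell at 0.942. Given the genes detected, the coefficient with the number of *Hoxd* genes on was 0.00625. It was −0.0710 in a separate map of the cells of NXT0072 and 0.323 in a separate map of the 17 cells of NXT0143, which had no cell with *Hoxd13* alone or with *Hoxd10* to *Hoxd13*. Because the cells fall into separate parts below and above 0, the coefficients were also computed within each part. With the genes detected they were 0.865 below 0 and 0.766 above, and with the number of *Hoxd* genes on 0.0623 and 0.379. From the positions of the combinations, the paper concludes that they are distributed along the pseudo-temporal axis according to the *Hoxd* mRNAs they contain.

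**Figure D5:**
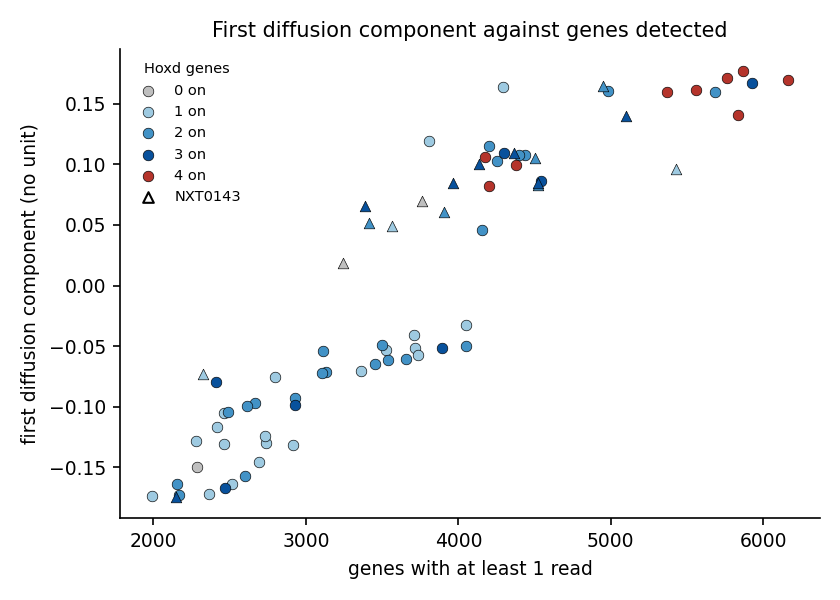
First diffusion component (no unit) of the 76 autopod cells against the genes with at least 1 read in the cell, coloured by the number of *Hoxd* genes on, with cells of NXT0072 as circles and of NXT0143 as triangles. Cells with few genes detected lie low on the component and cells with many lie high (rank correlation 0.942), with a gap near 0 between 40 cells and 36 cells.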

Altogether, this clustering analysis showed that different combinations of *Hoxd* gene mRNAs may affect distinct groups of target genes. Of note, it also revealed a preference for mRNA combinations involving neighbor genes, thus emphasizing the importance of genes’ respective positions for their co-regulation.

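Among *Hoxd9* to *Hoxd13*, 49 of the 76 autopod cells had at least 2 genes on, and in 18 of these cells the genes on were neighbours without a gap. If each gene were on independently, at its own frequency over all autopod cells, 15.4 such cells would be expected (20.2% of the cells), within the interval of the observed share (23.7%, 14.7 to 34.8%). By pair, *Hoxd12* and *Hoxd11* were on together more often than their separate frequencies give, in 15 cells against 9.17, and *Hoxd13* and *Hoxd12* in 16 against 13.6. *Hoxd13* and *Hoxd11*, between which *Hoxd12* lies, were on together in 34 cells against 32.9, *Hoxd13* and *Hoxd10* in 25 against 26.5, *Hoxd12* and *Hoxd10*, which are not neighbours either, in 10 against 7.38, and *Hoxd11* and *Hoxd10* in 19 against 17.8.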

**Fig. 5:**
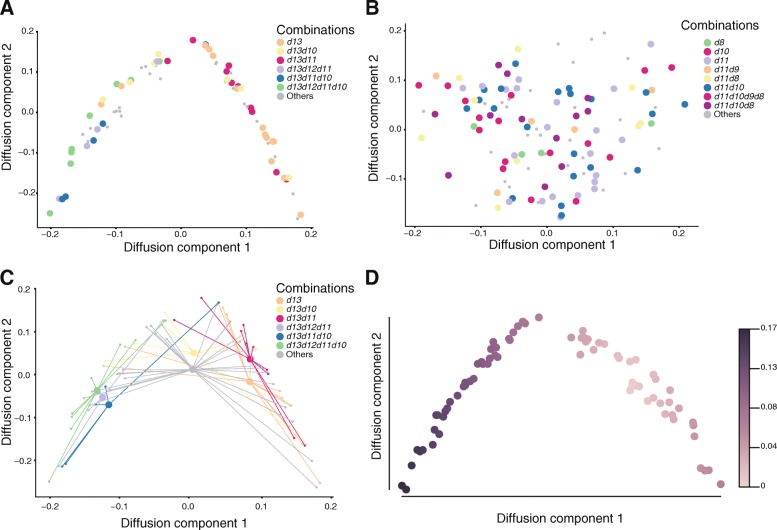
Diffusion pseudo-time across single cells. **a** Diffusion maps of the 76 autopod cells colored per combinations of *Hoxd* mRNAs. This dot plot shows a progression from the simplest combinations to more complex ones. The most significant dimensions, i.e., the first two eigenvectors (DC1 and DC2) are displayed. **b** Diffusion maps of the 120 zeugopod cells colored per *Hoxd* mRNA combinations. **c** *Hoxd* groups centroid. The centroid of a *Hoxd* group, represented in the diffusion map of the 76 autopod cells. **d** Distribution of autopod cells as shown in **a** are color-coded to show their progression along diffusion pseudo-time

## Discussion

During the early stages of limb growth and patterning, limb bud cells absolutely require the expression of *Hox* genes originating from two distinct clusters, *HoxA* and *HoxD* [29, 30]. Here, we describe the single-cell combinatorial expression of *Hoxd* genes found in cells sorted out by using a *Hoxd11*::GFP mouse strain. 

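Normalized values were summed in each cell over 11 *Hoxa* genes and over the *Hoxd* genes. The rank correlation between the sums was 0.329 across autopod cells, 0.314 in NXT0072 and 0.221 in NXT0143. Across zeugopod cells it was 0.412, with 0.239 in NXT0142 and 0.114 in NXT0143. In the 19 autopod cells with the lowest *Hoxd* sums the median *Hoxa* sum was 84.7, and in the other autopod cells it was 135. In the 31 zeugopod cells with the lowest *Hoxd* sums it was 92.03, against 480 in the others. The *Hoxa* sum exceeded the *Hoxd* sum in 10 autopod and in 47 zeugopod cells.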

Albeit some cells tend to show higher level of *Hoxa* genes whenever the levels of *Hoxd* transcripts were low, this was not the general rule. 

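At least 1 *Hoxa* gene had a normalized value of 5 or more in 67 of 76 autopod cells (88.2%, interval 78.7 to 94.4%) and in 104 of 123 zeugopod cells (84.6%, interval 76.9 to 90.4%). For *Hoxd* genes the same criterion was met in 73 autopod (96.1%) and 113 zeugopod cells (91.9%). By gene, *Hoxa13* reached this value in 39 autopod cells and 1 zeugopod cell, *Hoxa11* in 4 and 32, *Hoxa10* in 47 and 96, and *Hoxa9* in 23 and 40.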

The fact that we did not score many *Hoxa* mRNA-positive cells after the enrichment for *Hoxd* gene expression (Additional file 5: Fig. S4) may however reflect a compensatory mechanism whereby a strong global expression of one cluster would result in the weak transcription of the other. Distinct cellular content for either *Hoxd* or *Hoxa* mRNAs could account for the different phenotypic effects of inactivating these genes upon limb morphology, as exemplified by *Hoxd13* and *Hoxa13* [18, 29, 30]. A more comprehensive single-limb cell sequencing strategy will likely fix this issue.

Our data show that *Hoxd* quantitative (or “reverse”) collinearity [5, 6] [31] ought to be considered at a global level since it results in fact from a sum of combinatorial expression of various genes in different cells. We emphasized that in autopod cells, the most frequently expressed gene is *Hoxd13*, as was expected from previous studies where it was described that this gene is expressed at the highest level, due to its position at the extremity of the gene cluster, i.e., on the centromeric side of a strong TAD boundary [6, 7]. 

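*Hoxd13*, the gene at the centromeric end of the cluster, lies on chromosome 2 of GRCm38 from 74668310 to 74671599. *Hoxd12* follows from 74675013 to 74677705, *Hoxd11* from 74679557 to 74687016, *Hoxd10* from 74691924 to 74695105, *Hoxd9* from 74697727 to 74700208 and *Hoxd8* from 74704615 to 74707933. In the autopod, *Hoxd13* was on in 80.3% of the cells (interval 69.5 to 88.5%). The share was 53 of 59 cells in NXT0072 and 8 of 17 in NXT0143, in which *Hoxd11* was on in 13 cells and was thus the more frequent gene. In the zeugopod, *Hoxd13* was on in 1 of 123 cells.

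**Figure D6:**
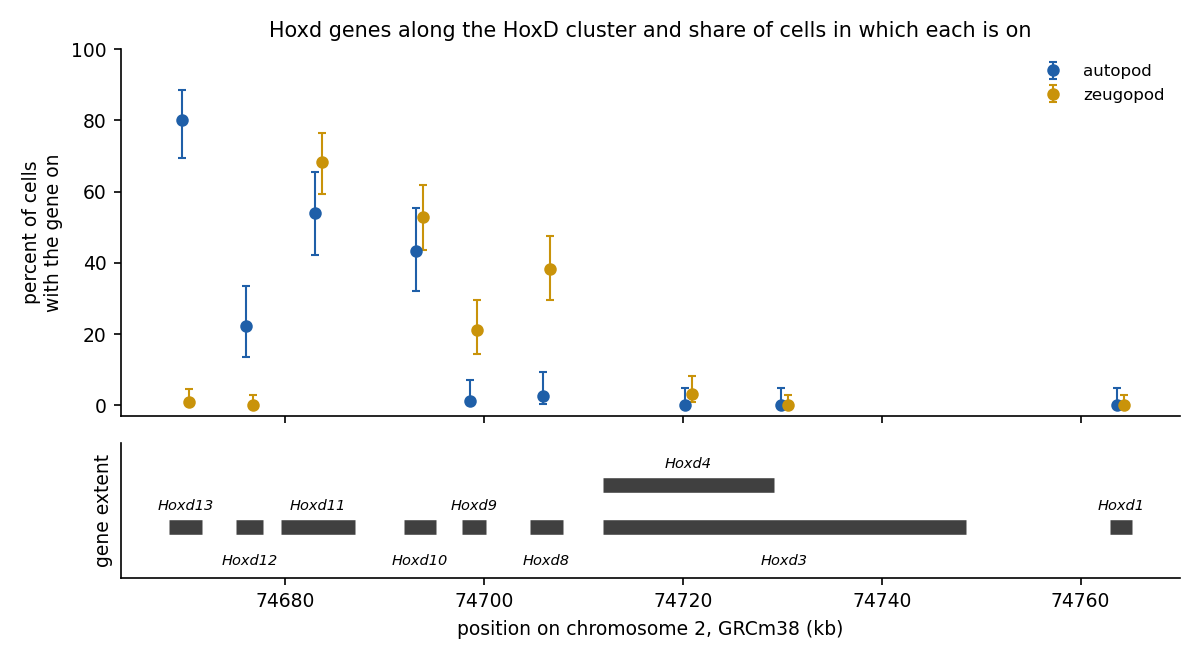
Extent of each *Hoxd* gene on chromosome 2 (GRCm38, in kb; lower panel) and percent of retained cells in which the gene is on by the paper's rule (upper panel), in 76 autopod cells (blue) and 123 zeugopod cells (yellow), offset slightly for legibility. Bars are exact binomial intervals; the share is highest at *Hoxd13* in the autopod (80.3%) and at *Hoxd11* in the zeugopod (68.3%).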

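Apart from *Hoxd13*, the genes of the cluster were on in fewer autopod cells, *Hoxd11* in 53.9% (interval 42.1 to 65.5%), *Hoxd10* in 43.4% (32.1 to 55.3%), *Hoxd12* in 22.4% (13.6 to 33.4%), *Hoxd8* in 2.63% and *Hoxd9* in 1.32%. These shares were set beside those of other genes whose mean CPM lay between 20% below and 25% above that of the gene. By a normalized value of at least 5 alone, *Hoxd11* was off in 15.8% of the autopod cells, where the median of 583 such genes was 61.8%. *Hoxd10* was off in 44.7%, where the median of 558 genes was 60.5%. The cells were sorted by a reporter in *Hoxd11*, so the comparison with such genes is void for this gene. The sort may also bear on its neighbour *Hoxd10*. *Hoxd12* was off in 64.5%, with a median of 76.3% over 1109 genes, and *Hoxd13* in 17.1%, with a median of 15.8% over 44 genes. Without the comparison with the highest *Hoxd* gene, *Hoxd13* was thus not on in more autopod cells than *Hoxd11*. At least 5 reads were found in 67 autopod cells for *Hoxd11* and in 65 for *Hoxd13*. The higher share of *Hoxd13* by the paper's rule therefore depends on that comparison.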

Apart from *Hoxd13*, other *Hoxd* genes were more sparsely activated, indicating either a stochastic process or a functional requirement for specific mRNA combinations in different cell types. This heterogeneous cellular situation raises two separate questions; the first concerns the underlying regulatory mechanism, whereas the second has to do with a potential functional significance of these different mRNA combinations.

### Different regulatory conformations?

We had previously shown that the regulation of posterior *Hoxd* genes in the distal limb bud was not implemented exactly in the same manner for all genes. In particular, *Hoxd13* is the only gene to be expressed in presumptive thumb cells, the other *Hoxd* mRNAs being excluded from this very digit [6, 32]. Also, the deletion of the *Hoxd13* locus lead to the upregulation of *Hoxd12* in thumb cells, yet not of the other remaining genes, suggesting that this thumb-specific expression was associated with the final and most 5′position of the gene on the cluster [13]. The recent identification, in the posterior part of the *HoxD* cluster, of an unusually high density of bound CTCF molecules may cause this transcriptional selectivity through the use of various sites, taking advantage of their distinct orientations [4, 7, 33].

In this view, the particular orientations of CTCF-binding sites may allow for the transient stabilization of various loop conformations, for example after extrusion driven by the cohesin complex [34, 35]. Accordingly, distinct combinations of posterior *Hoxd* mRNAs could reflect the formation of specific loop extrusion patterns, in any single cell, as a choice between a fixed number of possibilities determined by the presence of bound CTCF, with some conformations being favored over others. 

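*Nipbl* (ENSMUSG00000022141) lies on chromosome 15 of GRCm38 from 8290617 to 8444463, on the minus strand. Its mean log2(normalized value + 1) was 1.47 in the 16 cells with *Hoxd13* alone and 8.10 in the 8 cells with *Hoxd10* to *Hoxd13*, a difference of 6.63, and at least 5 reads were found in 3 of 16 and 8 of 8 cells. The difference was 6.02 with log2(CPM + 1) and 5.79 after thinning to 500000 reads. Across the 52 other autopod cells *Nipbl* correlated with the number of genes detected at 0.616.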

Of note, we found that the cohesin-loading factor *Nipbl* is strongly downregulated in cells from the *Hoxd13* group when compared to cells expressing the full combination (*Hoxd10* to *Hoxd13*). Mutations in this gene have been found in patients with Cornelia de Lange syndrome who have notably a clinodactyly of the fifth finger. Also, a recent report showed that mice heterozygotes for *Nipbl* display polydactyly and that lower dose of *Hoxd11* to *Hoxd13* in these mice could further enhance this phenotype [36].

Other chromatin regulators were found enriched in this list of genes including *Jag1*, *Brd7*, *Jmjd6*, *Phf8*, *Ddb1*, *Hdac1*, *Swi5*, *Smarcc1*, *Smarce1*, *Hmgb3*, *Dnm3os*, *Cbx1*, and *Lmnb1* (Additional file 3: Table S1). 

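All 13 of these genes had a higher mean in the 8 cells with *Hoxd10* to *Hoxd13* than in the 16 cells with *Hoxd13* alone, and 11 of them are called between these groups in Table S2, the table of this comparison, whereas the paper cites Table S1 for the list. Of the called genes, *Smarce1* had the largest difference, 6.53, and *Hdac1* the smallest, 3.36. *Brd7* gave 5.66, *Swi5* 5.63, *Ddb1* 5.62, *Jmjd6* 5.36, *Cbx1* 4.97, *Hmgb3* 4.68 and *Phf8* 3.84. *Smarcc1* gave 4.67 and *Dnm3os*, which is annotated as an antisense transcript, 1.94. Across the 76 autopod cells the 13 genes correlated with the number of genes detected at between 0.281 for *Jag1* and 0.714 for *Swi5*.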

The product of the latter gene has been associated with the architecture of large domains of inactive chromatin (LADs; [37]), where the *HoxD* cluster is not located [38]. 

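*Lmnb1* (ENSMUSG00000024590, chromosome 18, 56707813 to 56753424) had a mean log2(normalized value + 1) of 0.99 in the cells with *Hoxd13* alone and 5.38 in the cells with *Hoxd10* to *Hoxd13*, a difference of 4.39. It had at least 5 reads in 5 of 16 and 6 of 8 of these cells. The difference was 3.01 with log2(CPM + 1) and 2.82 after thinning to 500000 reads. In the 52 autopod cells of neither group *Lmnb1* correlated with the genes detected at 0.286.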

Since reduced levels of *Lmnb1* gene product have been shown to be associated with reduced expression of polycomb target genes, including the posterior *Hoxd* genes [39], its increased expression in those cells containing mRNAs from *Hoxd10* to *Hoxd13* may reflect a global change in chromatin configuration [37, 40–42]. How would this change relate to a more permissive expression of *Hoxd* genes, as a cause or as a consequence, remains to be established.

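When the diffusion map was computed from the 59 autopod cells of NXT0072 alone, the median first component was −0.0679 for *Hoxd13* alone, −0.0366 for *Hoxd13* with *Hoxd11*, 0.0760 for *Hoxd13* with *Hoxd10*, −0.0289 for *Hoxd13* with *Hoxd11* and *Hoxd10*, and 0.168 for *Hoxd10* to *Hoxd13*, with 1 cell of *Hoxd13*, *Hoxd12* and *Hoxd11* at 0.0971. The rank correlation with the number of *Hoxd* genes on was 0.508, and with the genes detected 0.943. From the 72 autopod cells that could be thinned to 500000 reads, the coefficients were 0.442 and 0.823; this setting was chosen after the values had been seen.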

The analysis of single-cell transcriptomes revealed an unexpected hierarchical progression of *Hoxd* gene expression, from cells expressing a single posterior gene (*Hoxd13*) to the full combination, from *Hoxd10* to *Hoxd13*. This global transcriptional sequence was inferred from a pseudo-time approach, a method whereby a temporal progression of cells is deduced based on their transcript patterns [26, 28]. We tested this hypothesis using diffusion pseudo-time and found that autopod cells are much more subject to align along a developmental trajectory. This specificity may be associated to the particular way *Hoxd* genes are regulated in distal limb buds, with a rapid and strong activation of *Hoxd13* due to its leading position in the cluster favoring privileged contacts with the various enhancers [2, 43]. It is possible that the recruitment of additional *Hoxd* genes located nearby may be more progressive, along with local epigenetic modifications, which could be inherited from one cell to its daughter cells. In this view, the number of *Hoxd* genes expressed would increase along with mitotic divisions leading to the hierarchical progression observed.

### Additive cellular or emerging functions?

The second question relates to the potential different functions that limb bud cells may display by carrying distinct combinations of *Hoxd* mRNAs. The question here is to discriminate between two views of the genotype-phenotype relationship during limb bud development; in a first scenario, each cell would express a determined combination of *Hoxd* mRNAs, for example in response either to its topological position within the growing limb or to its own “regulatory history,” i.e., the regulations at work in its ancestor cells. In a second scenario, a balanced distribution of cells expressing various *Hoxd* mRNAs could result from a stochastic distribution of a fixed set of various chromatin architectures [44]. In the former context, the resulting limb phenotype would derive from the additive effect of every single cell, providing one out of the possible sets of information delivered by the various transcriptomes associated. In the second framework, the phenotype would derive from the random mixture of multiple cells expressing distinct transcriptomes with a given balance fixed by the choice of one possible chromatin conformations. Under physiological conditions, these various combinations may allow for differential responses to signaling molecules to generate cellular diversity at the time digit patterns are being established across the limb. It remains to be seen how such potential modulations in the responses to signaling pathways may integrate a theoretical framework whereby digit formation may be an emerging property of the this cellular system [45, 46].

Genetic approaches cannot easily discriminate between these alternatives. In previous studies where the functions of *Hoxd* genes during limb development were aimed to be assessed separately, various combinations of multiple gene inactivation were used. In most cases however, this consistently led to limited phenotypes due to a fair level of redundancy, particularly amongst *Hoxd* and *Hoxa* genes, preventing precise functions to be attributed to specific (groups of) *Hox* genes (see refs in [18]). However, the use of multiple gene inactivation revealed that the transcription of *Hoxd11* and *Hoxd12* contributed functionally and thus added to the mere presence of *Hoxd13* transcripts, even though autopods double mutant for *Hoxd13* and *Hoxa13* would no longer grow and develop digits [12, 29, 43]. This is coherent with our data suggesting that the specific presence of *Hoxd11* or *Hoxd12* mRNAs is associated with distinct transcriptomes containing additional key regulators of cell fate and chromatin remodeling genes.

Therefore, part of the limb phenotypes observed in *Hoxd* multiple mutant alleles may result from the different response of a sub-group of cells, which would be differentially impacted by the loss of a given gene. For example, cells that express only *Hoxd13* or a combination of *Hoxd13* and *Hoxd10* mRNAs may not be sensitive to the absence of *Hoxd11* transcripts in the corresponding mutant stock. Our results thus stress the necessity to keep in mind the cellular heterogeneity of transcriptional programs even in instances where WISH patterns seem to reveal homogenous distributions of transcripts. In this context, transcript patterns at the single-cell level can help solve the interpretation of genetically deficient phenotypes, even though the co-regulation of *Hoxd* genes and the functional redundancy of their products make this statement difficult to apply to the present work.

## Conclusions

Our results reveal the existence of distinct combinations of *Hoxd* genes at the single-cell level during limb development. In addition, we document that the increasing combinatorial expression of *Hoxd* genes in this tissue is associated with specific transcriptional signatures and that these signatures illustrate a time progression in the differentiation of these cells. While this cellular heterogeneity in the combinations of *Hox* mRNAs may help in understanding the complex transcriptional regulation of these neighbor genes, it will have to be considered when considering the phenotypic outcome of functional studies where one or several such genes were inactivated. Also, further analysis at different developmental stages may enable the reconstruction of the cell fate trajectories and the state transitions that causes the cellular heterogeneity of the early limb bud tissue.

## Methods

### Animal experimentation

Forelimb tissue samples were isolated from *Hoxd11::GFP* heterozygous animals at embryonic day 12.5 (E12.5) with day E0.5 being noon on the day of the vaginal plug. The cloning steps for the generation of the *Hoxd11* transgenic mice is described in (Additional file 1: Fig. S1). Briefly, the knock-in was done by introducing a bi-cistronic cassette along with an IRES sequence. *Hoxd11* was inactivated by the insertion of a *TauGFP* sequence in a frame into the coding sequence. The BamH1 site was used for insertion of the IRES cassette. The cassette was introduced as a single-copy knock-in (Additional file 1: Fig. S1). The GFP signal detected in this mouse stock reflects the endogenous distribution of *Hoxd11* transcription.

### RNA-FISH

E12.5 forelimbs were micro-dissected and fixed with 4% paraformaldehyde for 3 h. Then, the limbs were treated with sucrose at 5, 10, and 15% and then frozen in OCT. Twenty-five-micrometer cryostat sections were dried for 30 min, post-fixed in 4% paraformaldehyde for 10 min, and quenched with 0.6% H2O2 in methanol for 20 min. Slides were then processed using the Ventana Discovery xT with the RiboMap kit. The pre-treatment was performed with mild heating in CC2 for 12 min, followed by protease3 (Ventana, Roche) for 20 min at room temperature. Finally, the sections were hybridized using automated system (Ventana) with a *Hoxd13* probe diluted 1:1000 in ribohyde at 64 °C for 6 h. Three washes of 8 min in 2× SSC followed at hybridization temperature (64 °C). Slides were incubated with anti-DIG POD (Roche Diagnostics) for 1 h at 37 °C in BSA 1% followed by a 10-min revelation with TSA substrate (Perkin Elmer) and 10 min DAPI. Slides were mounted in ProLong fluorogold. Images were acquired using a B/W CCD ORCA ER B7W Hamamatsu camera associated with an inverted Olympus IX81 microscope. The image stacks with a 2-μm step were saved as TIFF stacks. Image reconstruction and deconvolution were performed using FIJI (NIH, ImageJ v1.47q) and Huygens Remote Manager (Scientific Volume Imaging, version 3.0.3).

### RNA flow cytometry

Double in situ hybridization in single cells for RNA flow cytometry was performed using PrimeFlow RNA (Affymetrix, Santa Clara, CA) reagents following the manufacturer’s protocols. Cell viability was assessed by live/dead fixable dead cell, violet (ThermoFischer; L34955). Hsp90ab RNA probe (a gene expressed ubiquitously) served as a positive control. *Hoxd11* and *Hoxd13* RNA probes were used for the actual analysis. Cell staining was analyzed on a FACS Astrios located at the EPFL flow cytometry platform. Data analysis was performed by using FlowJoX (Treestar, Ashland, OR). The labelling and flow cytometry were performed on dissociated cells from eight forelimbs obtained from four different animals pooled together.

### Single-cell dissociation and fluorescence-activated cell sorting

Pools of embryonic forelimbs obtained from eight embryos at stage E12.5 were dissociated into a single-cell suspension using collagenase from Sigma (collagenase type XI) at 37 °C for 15 min with 10 s trituration. Cells were then filtered on a cell strainer to get rid of clumps. Single cells were then resuspended in FACS solution (10% FCS in PBS with 2 mM EDTA). Fluorescence-activated cell sorting was performed using the MoFlow ASTRIOS EQ cell sorter with a 100-μm nozzle. Through flow cytometry analysis performed using FlowJo (FlowJo LLC ©), we detected 1,602,844 cells positive for GFP in the autopod tissue and 235,000 simply negative. In the zeugopod tissue, 1,527,167 cells were positive, whereas 1,296,068 were negative giving thus a total of 87% GFP-positive autopod cells and 54% positive zeugopod cells.

### Control of *Gfp* expression levels in single cells using RNAscope

To control for the differences between cells positive for the GFP protein and the absence—or low levels—of *Hoxd11*, we monitored the expression of *Gfp* mRNA using RNAscope technology (ACD, 320851). Cells were fixed and placed directly on slides following the manufacturer instructions. We used a probe against *Gfp* mRNA (#400281, C1, as designed by ACD) to assess the number of cells positive for the mRNA after being sorted, based on their fluorescence that reflects only the protein levels of GFP. Images were acquired as five Z stacks on an Axiocam (Zeiss) microscope using a 100X Plan-Neofluar × 100/1.30 Oil objective. 2D projections of the multiple planes were then transformed in mask to count *Gfp* levels per cells. Automated counting using MATLAB scored 90 positive cells for *Gfp* mRNA out of 115 cells analyzed (78%).

### Single-cell RNA sequencing, library preparation, and mapping

Dissociated single cells were obtained from eight *Hoxd11::GFP* forelimbs micro-dissected at E12.5 from four littermate embryos. Cells with the highest level of GFP fluorescence (top 20%) were sorted using an Astrios cell sorter with a 100-μm nozzle. Seventy-five-base pair large reads were uniquely mapped to the latest *Mus musculus* reference genome (mm10) and the ERCC sequences using bowtie2 [47] in a local mode. Raw counts for the annotated ENSEMBL mouse genes (GRCm38) and the ERCC were obtained using the RNA-seq module of the HTSstation portal [48]. The raw counts are summarized in (Additional file 10: Table S3). All single-cell RNA-seq data can be found in the Gene Expression Omnibus (GEO) repository under accession number GSE114748.

### Filtering low-quality cells and genes expressed at low levels

Those counts were used to filter out some low-quality cells based on the following criteria: total number of reads mapped > 250, number of genes “expressed” > 2000 (“expressed” = with count > 0), and percent of reads mapped to spike-in sequences < 25%. 

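The values of Table S4 were filtered at more than 250000 mapped reads, in place of the 250 printed in the text, more than 2000 genes and less than 25% of reads on spike-ins. With 250000, the cells that pass are the 199 of the deposited normalized table, and with 250 a further autopod cell passes. Of the 96 autopod cells, 19 were below the minimum of mapped reads, 19 below that of genes and 11 above the limit on spike-ins, and some cells failed more than 1 criterion. Of the 129 zeugopod cells, 2, 6 and 3 failed the same criteria. The 20 autopod cells left out had between 17 and 2926028 reads on genes, with a median of 4951.5, and 2 of them had at least 5 *Hoxd13* reads.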

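The filter kept 76 of 96 autopod cells (79.2%, interval 69.7 to 86.8%) and 123 of 129 zeugopod cells (95.3%, interval 90.2 to 98.3%), and these are the 199 cells of the deposited normalized table. By run, 59 of 69 autopod cells of NXT0072 (85.5%) and 17 of 27 of NXT0143 (63.0%) were kept, and 58 of 60 and 65 of 69 zeugopod cells of NXT0142 and NXT0143. With a minimum of 250 or of 25000 mapped reads, 77 autopod and 123 zeugopod cells passed. With reads and genes counted from the raw-count table in place of Table S4, an alternative chosen after seeing the data, 74 and 120 cells passed.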

A total of 199 cells was retained (123 zeugopods and 76 autopods cells). As a control, the positive correlation of expression (Loess regression curve) between the *Hoxd11* and the *Gfp* RNAs is shown (Additional file 11: Fig. S8), tested by Spearman correlation with *r* = 0.69 in autopod cells and *r* = 0.49 in zeugopod cells. The *Gfp* was detected > 4 uniquely mapped reads in 84% of the cells (183 out of 199). 

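In the raw-count table, 10940 genes had at least 1 read in at least 10% of the 76 autopod or the 123 zeugopod cells.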

Genes expressed at low levels were also removed from the rest of the analysis, and only genes present (raw count > 0) in at least 10% of either the 76 autopods or the 123 zeugopods cells were retained. 

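The deposited normalized table holds 8 genes that were detected in under 10% of the cells of each tissue, and all 8 are *Hox* genes.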

*Hox* genes were manually added if they did not satisfy these criteria. 

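The deposited normalized table holds 10948 genes and 199 cells.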

A total of 10,948 genes remained. ERCC with null counts through the remaining cells were also excluded from the rest of the analysis. Additional file 12: Table S4 summarizes those criteria (see also Additional file 2: Fig. S2).

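Table S4 gives, for each of the 225 cells, the mapped reads, the genes with a count above 0 and the percent of reads on spike-ins, as the authors computed them before the filter. The number of genes in Table S4 followed the number counted in the deposited raw counts with a rank correlation of 0.983 over the 225 cells, but was larger in 224 of them, with medians of 4558 in Table S4 and 3745 in the raw counts. Of the retained cells, which all have more than 2000 genes in Table S4, 2 have fewer in the raw counts, with 1992 genes in an autopod cell and 1801 in a zeugopod cell. The mapped reads of Table S4 followed the reads on genes at 0.933. In Table S4 the spike-in share reached 93.1% in an autopod cell and 46.9% in a zeugopod cell.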

### Normalization

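The deposited normalized values could be traced back to the raw counts. Each value was divided by the gene's lowest value over the retained cells and reduced by 1. The result was a whole number, within 0.001, for 99.956% of the values. It equals the number of reads divided by a size factor of the cell and rounded. The size factors recovered this way ranged from 0.0405 to 4.17 in the retained cells of NXT0072, from 0.0829 to 4.17 in NXT0142 and from 0.225 to 4.37 in NXT0143. Within each run they followed the spike-in reads of the cells with a rank correlation of 1.00, once the spike-in counts were assigned to the cells in the order that matches Table S4.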

Raw counts were normalized with spike-in counts using the R package scran (methods used *computeSpikeFactors* and *normalize* version 1.0.4) (http://bioconductor.org/packages/scran/). 

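The recovered size factors had a mean of 1.24 in each of the 3 runs, over the retained cells. Centring by run sets the mean of the size factors of each run equal, and so removes differences between runs in the mean ratio of spike-in reads. For NXT0072 and NXT0142, which held 1 tissue each, a difference between the tissues in total RNA per cell cannot be told apart from a difference between the runs.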

Prior to normalization, size factors were mean-centered to their batch of origin. 

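The normalized value of a gene with 0 reads is not 0 in the deposited table but a floor. The floor was taken as the gene's lowest value over the retained cells, and gene lengths were not used. These lowest values ranged from 0.00857 to 221, with a median of 0.251. For a gene with reads in every cell, the lowest value can lie above the value that 0 reads would give. All values from 0 reads sat at the floor, together with 56060 values from at least 1 read that was rounded away. A difference on the scale of log2(normalized value + 1) is therefore compressed for low values, and the shares of cells given here by reads use the raw counts.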

An additional normalization step was also applied in order to correct for a potential gene length bias. Additional file 13: Table S5 compiles all the normalized values.

### Grouping of *Hoxd* gene combinations for differential gene expression analyses

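The rule for a gene being on uses 2 thresholds, a normalized value of 5 and 5% of the highest *Hoxd* gene in the same cell. Of the 123 zeugopod cells, 17 had a gene from *Hoxd9* to *Hoxd13* with a normalized value between 2.5 and 10, and the rule gave 19 combinations in these cells. Because the groups are ranges of expression values, they are described here as cells with given genes on and not as cell types.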

*HoxD* groups were defined per cell and were composed by *Hoxd* genes with a minimum normalized expression of 5 when count represented at least 5% of the most expressed *Hoxd* genes in the cell. The differential gene expression analysis was performed with the R package *limma* (version 3.28.21) [49]. Genes with a minimum absolute log fold change of 2 and a BH-adjusted *p* value less than 0.01 (false discovery rate (FDR) of 1%) were considered differentially expressed.

### tSNE

The tSNE were computed using the package Rtsne (version 0.13) with the following parameters: two dimensions and a perplexity of 30, a maximum of iterations of 3000, and a seed set at 42. The top highly variable genes (HVG) that were used to plot the tSNE in Fig. 3c, d were selected using the trendVar & decomposeVar methods of the R package scran (version 1.0.4) (http://bioconductor.org/packages/scran/).

### Pseudo-time

Diffusion maps [50] are tools to analyze single-cell differentiation data. It implements a distance metric relevant to how differentiation data is generated biologically, as cells follow noisy diffusion-like dynamics in the course of taking several differentiation lineage paths [26]. The distances between cells reflect the transition probability based on several paths of random walks between the cells [51]. The analysis was performed using the R package destiny (http://bioconductor.org/packages/destiny).

### Network visualization and Venn diagram

The network shown in Fig. 2 was built using weighted interaction networks from various sources of data and is able to process user data into such networks using a system that distinguishes between three different types of user-defined data in its import procedures: real- and binary-valued interaction networks, e.g., physical interaction networks; real-valued gene profile datasets, e.g., multi-sample microarray expression datasets; and binary-valued gene profile datasets [52]. The network shown in Fig. 4 is a summary network of differentially expressed genes that was made with the R package Igraph (version 1.1.2; http://igraph.org).

## Additional files

Additional file 1: **Figure S1.** Schematic of Tau::GFP targeting into the *Hoxd11* gene. The TAU::GFP sequences were introduced into the posterior part of the *HoxD* complex (A). A bi-cistronic cassette along with an IRES sequence was inserted in frame with the coding sequence of the *Hoxd11* gene (B) and a *TauGFP* (C). The BamH1 site (A) was used for the insertion of the IRES cassette. D. Schematic showing how the cassette was introduced as a single-copy knock-in.

Additional file 2: **Figure S2.** Concise description of the methodology and filtering methods used for the single-cell RNA-seq. A. At the top is shown a schematic depicting the Fluidigm workflow from cell dissociation to capture. Below is represented the cassette allowing the expression of GFP under the control of the *Hoxd11* endogenous promoter. The bottom left shows the GFP pattern in the E12.5 mouse embryos from which the developing limbs are dissected, sent to FACS and the cells expressing the highest level of GFP proteins captured in the C1 apparatus before libraries are built using a SMARTer kit (steps listed from left to right from left to right). B. Barplots showing the number of mapped reads per cells including the one that map on ERCC endogenous spike-ins (blue) with the number on top of each bar indicating the percentage of these ERCC amongst all reads. C. Cumulative distribution of the number of genes detected amongst all cells with the dotted lines representing the cut-off used to select only the highest qualitative cells. D. Boxplots representing the variation of the number of reads mapped per single cells with an average over 8 million reads per cells in each condition.

Additional file 3: **Table S1.** List of differentially expressed genes between autopod and zeugopod cells that were sorted positive from *Hoxd11::GFP* forelimbs. Tab-delimited file. The first column indicates the genes names; all other columns represent values of average expression, fold enrichment and *p* values for each gene.

Additional file 4: **Figure S3.** Table of differentially expressed genes between autopod and zeugopod cells. List of the 50 genes with the highest enrichment in autopod cells compared to zeugopod cells from E12.5 *Hoxd11::GFP*+ developing limb single cells.

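The table of Fig. S3 ranks genes by their enrichment in autopod cells. Further genes were compared in the same way, by mean log2(normalized value + 1) in autopod minus zeugopod cells. *Msx2* gave 2.97, with at least 5 reads in 35 autopod and 2 zeugopod cells, and *Evx2*, which lies next to *Hoxd13* on chromosome 2 from 74652991 to 74659557, gave 1.69, with at least 5 reads in 30 autopod and 0 zeugopod cells, which allows a share of up to 2.44%. *Hoxd11* differed by 0.66 and *Hoxd10* by −0.21 in all cells. Their direction depended on the run, with 2.00 and 0.72 within NXT0143, and −0.52 and −1.56 between NXT0072 and NXT0142. *Hoxd9* gave −1.18, *Hoxd8* −2.91 and *Hoxa11* −1.31. In this order, they gave −0.76, −1.05 and −0.97 within NXT0143. Between NXT0072 and NXT0142 they gave −1.86, −4.53 and −1.85.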

Additional file 5: **Figure S4.** *HoxA* vs *HoxD* expression. Cumulative barplots showing *Hoxa* and *Hoxd* genes relative expression levels in autopod cells (A), zeugopod cells (B**)** and all cells together (C).

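Of the summed normalized values of *Hoxa* and *Hoxd* genes, *Hoxa* genes made up 16.5% in autopod cells and 38.7% in zeugopod cells. With CPM the percentages were 17.4% and 43.1%. The sums were 41658.5 for *Hoxa* and 211547.6 for *Hoxd* genes over the 76 autopod cells, and 68631.7 and 108510.2 over the 123 zeugopod cells.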

Additional file 6: **Figure S5.** Cyclone analysis of the cell cycle in single cells from autopod and zeugopod. A-B. Graphic representation showing the autopod (A) and zeugopod (B) cells based on their combinatorial expression of *Hoxd* genes associated with their predicted cell cycle phase as color coded with the above circles in blue (G1), yellow (G2) and green (S phase). C shows the G1 cyclone scores for each of the six main combinations in autopod cells (Right) and zeugopod cells (Left). Error bars represents standard deviation. D. Barplots showing the proportions of G1 and G2 putative state for the cells in all possible combination of posterior *Hoxd* genes (*Hoxd 9* to *Hoxd13*) observed.

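In the calls made here with cyclone, G1 was called in 10 of 16 cells with *Hoxd13* alone, 11 of 13 with *Hoxd13* and *Hoxd11*, 8 of 9 with *Hoxd13* and *Hoxd10*, 6 of 7 with *Hoxd13*, *Hoxd11* and *Hoxd10*, 4 of 5 with *Hoxd13*, *Hoxd12* and *Hoxd11*, and 4 of 8 with *Hoxd10* to *Hoxd13*. When the authors' normalized values were given to cyclone in place of the raw counts, 20 of 76 autopod and 26 of 123 zeugopod cells were called G2/M.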

Additional file 7: **Table S2.** List of the 343 differentially expressed genes between the six main groups of cells as shown in Fig. 4. Tab-delimited file. The first three columns indicate the coordinates of the genomic segments; all other columns represent values of individual cells. NA, no data available.

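Each entry of Table S2 is the difference of the mean log2(normalized value + 1) between a pair of combinations, and is filled only for pairs in which the authors called the gene. Over the 15 pairs, the number of calls had a rank correlation of 0.582 with the difference in the median number of genes detected. Pairs are not independent, since each combination enters 5 of them. There were 4 calls between *Hoxd13* with *Hoxd11* and *Hoxd13* with *Hoxd12* and *Hoxd11*, and at most 2 in each of the remaining pairs.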

Additional file 8: **Figure S6.** Barplots of expression profiles for twelve representative genes that are differentially expressed between the observed combinations of posterior *Hoxd* genes in autopod cells. Top rows represent genes expressed in many combinations. Third row shows genes expressed in two or three combinations only. Bottom row shows genes only enriched in the cells expressing *Hoxd10* to *Hoxd13. (PDF 548 kb)*

Additional file 9: **Figure S7.** Single embryo analysis (related to Fig. 5). A. The distribution of autopod cells from one female embryo were plotted (black circles) along the pseudotime alignment. The others cells are shown in gray. B. *Xist* expression levels (green, left) and median expression of the top genes from the Y chromosome (purple, right) were ranked and used to filter the cells originating from one of the four embryos. Cells from this embryo (boxed at the top) are referred to as ‘Xist Rich Cells’ (XRC).

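*Xist* lies on the X chromosome from 103460366 to 103483254 and *Uty* on the Y chromosome from 1096861 to 1245759 (GRCm38). In the 123 zeugopod cells, at least 5 reads of *Xist* alone were found in 10 cells, of Y-linked genes alone in 78, of both in 24 (19.5%, interval 12.9 to 27.6%) and of neither in 11. In autopod cells the share with both was 31.6% (interval 21.4 to 43.3%). With at least 50 reads as the criterion the shares with both were 6.58% in the autopod and 1.63% in the zeugopod.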

Additional file 10: **Table S3.** Table of the raw counts of the 225 single cells sequenced in this study. Tab-delimited file. The first three columns indicate the coordinates of the genomic segments; all other columns represent values of individual cells. NA, no data available.

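In the raw-count table the 92 spike-in entries of each cell did not follow the column names. The percent of reads on spike-ins, computed with the columns as named, was within 0.05 percentage points of Table S4 in 16 of the 225 cells. When the spike-in columns were read in the order of the libraries' index numbers, it was within 0.05 percentage points in all 225 cells. The gene counts followed the column names, and spike-in counts as named were not used for any value given here.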

Additional file 11: **Figure S8.** Correlation of expression between the *Hoxd11* and *Gfp* mRNAs. The plots show for every cell the level of *Gfp* expression (X axis) and *Hoxd11* expression (Y axis), dissected either from autopod (A) or from zeugopod (B) tissue. Gene counts from all cells were used to fit a Loess regression curve (blue line) between average scaled gene counts. Pearson correlation tests are shown in the top left of each panel, with *r* = 0.69 (*p* = 5.8e^−12^; A) and *r* = 0.49 (*p* = 8.2e^−09^; B).

Additional file 12: **Table S4.** Table listing the values that were considering to select the cells with the highest qualities. Tab-delimited file. The first three columns indicate the coordinates of the genomic segments; all other columns represent values of individual cells. NA, no data available.

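The mapped reads of Table S4 include reads that were not assigned to genes. In the retained autopod cells the median of mapped reads was 5021871, and in the retained zeugopod cells 5558464. Of the 20 autopod cells left out, 18 failed on both mapped reads and genes, 1 on mapped reads and not on genes, and 1 on genes and not on mapped reads. Of the 6 zeugopod cells left out, 2 failed on both and 4 on genes and not on mapped reads. No cell was left out by the limit on spike-ins alone.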

Additional file 13: **Table S5.** Table listing the normalized values used from the 199 selected cells used for the analysis. Tab-delimited file. The first three columns indicate the coordinates of the genomic segments. NA, no data available.

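The values of Table S5 are those of the deposited normalized table. Their sum per autopod cell had medians of 551370 in cells with 1 *Hoxd* gene on, 791297 with 2, 829624 with 3 and 3552499 with 4, and in zeugopod cells 819778, 834179, 770563 and 875930. Spike-in normalization keeps such differences in total RNA between cells, whereas CPM removes them.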

# Supplementary material for: Heterogeneous combinatorial expression of Hoxd genes in single cells during limb development
**Source:** BMC Biol. 2018 Sep 18;16:101. doi: 10.1186/s12915-018-0570-z

**A**

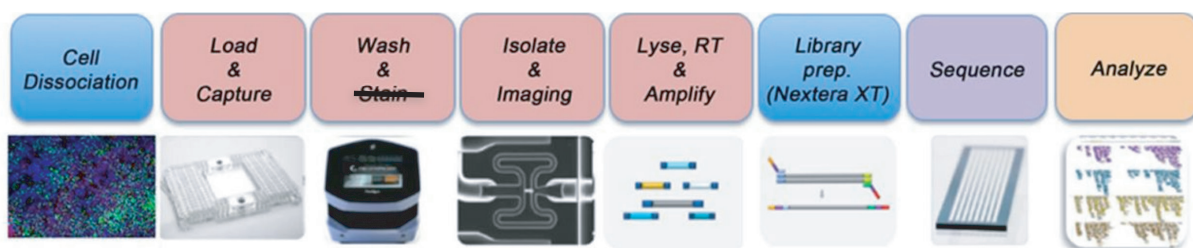

*Hoxd11* cassette with IRES and tau-GFP

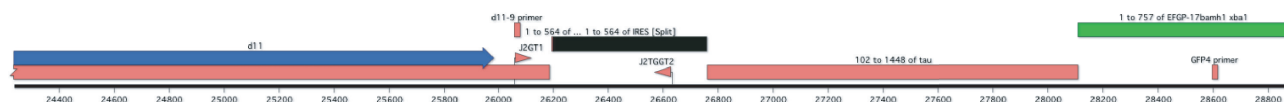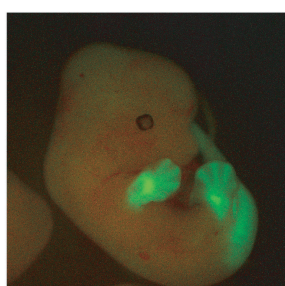

FACS purification

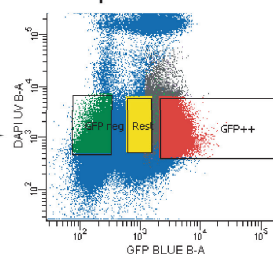

C1 single cell isolation and cDNA creation

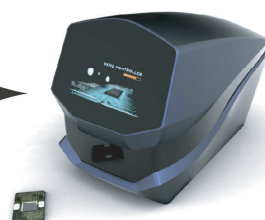

mRNA-seq with Clontech SMARTer kit including ERCC RNA control

**B**

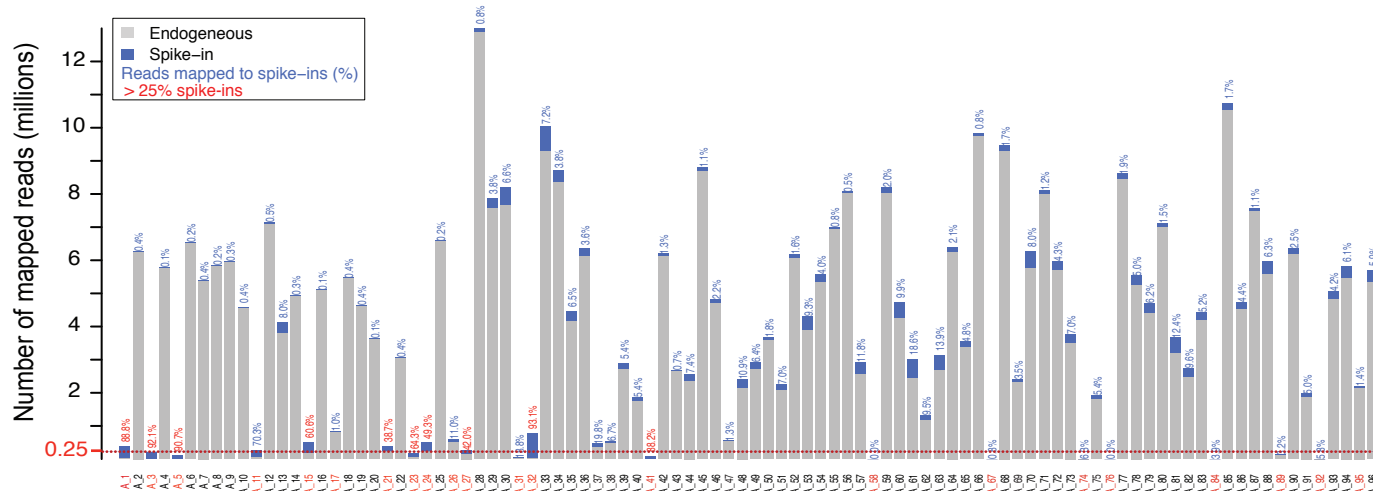

**C**

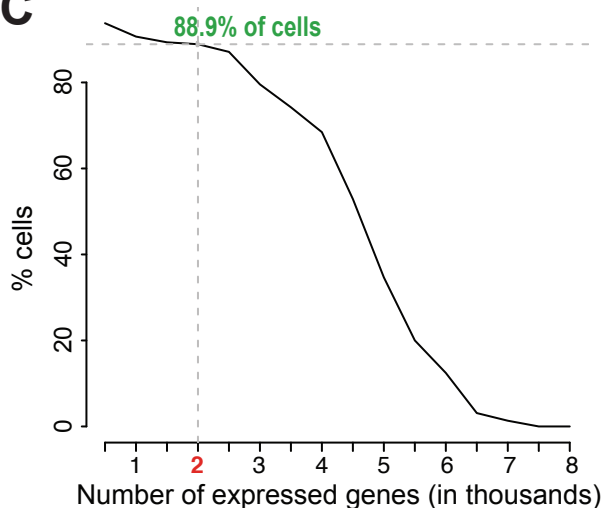

**D**

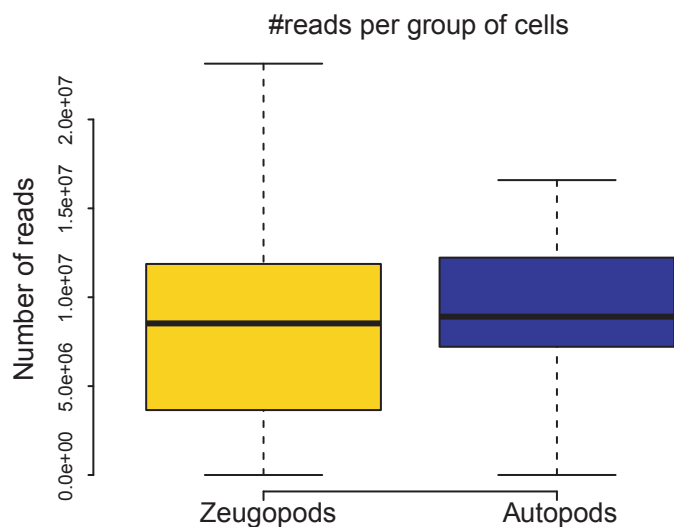

**Supplement:** Supplementary file 2 — Figure S2. Concise description of the methodology and filtering methods used for the single-cell RNA-seq. A. At the top is shown a schematic depicting the Fluidigm workflow from cell dissociation to capture. Below is represented the cassette allowing the expression of GFP under the control of the Hoxd11 endogenous promoter. The bottom left shows the GFP pattern in the E12.5 mouse embryos from which the developing limbs are dissected, sent to FACS and the cells expressing the highest level of GFP proteins captured in the C1 apparatus before libraries are built using a SMARTer kit (steps listed from left to right from left to right). B. Barplots showing the number of mapped reads per cells including the one that map on ERCC endogenous spike-ins (blue) with the number on top of each bar indicating the percentage of these ERCC amongst all reads. C. Cumulative distribution of the number of genes detected amongst all cells with the dotted lines representing the cut-off used to select only the highest qualitative cells. D. Boxplots representing the variation of the number of reads mapped per single cells with an average over 8 million reads per cells in each condition.

# Supplementary material for: Heterogeneous combinatorial expression of Hoxd genes in single cells during limb development
**Source:** BMC Biol. 2018 Sep 18;16:101. doi: 10.1186/s12915-018-0570-z
**Supplement:** Supplementary file 4 — Figure S3. Table of differentially expressed genes between autopod and zeugopod cells. List of the 50 genes with the highest enrichment in autopod cells compared to zeugopod cells from E12.5 Hoxd11::GFP+ developing limb single cells.

## Top 50 differentially expressed genes between autopod and zeugopod cells

| Gene name       | Avg Expr | log2 FC | P.Value  | adj.P.Val |
|-----------------|----------|---------|----------|-----------|
| <i>Hoxd13</i>   | 3.56     | -7.88   | 1.62E-54 | 1.74E-50  |
| <i>Msx1</i>     | 2.39     | -4.95   | 1.76E-24 | 6.35E-21  |
| <i>Id2</i>      | 8.57     | -4.42   | 4.03E-13 | 2.90E-10  |
| <i>Id1</i>      | 9.69     | -3.83   | 1.41E-09 | 4.48E-07  |
| <i>Prdm16</i>   | 3.04     | -3.29   | 8.85E-16 | 1.36E-12  |
| <i>Lhx9</i>     | 2.55     | -3.16   | 2.35E-10 | 9.52E-08  |
| <i>Sox9</i>     | 6.99     | -3.14   | 1.84E-07 | 2.65E-05  |
| <i>Msx2</i>     | 1.61     | -2.97   | 9.99E-15 | 1.08E-11  |
| <i>Hoxa13</i>   | 1.72     | -2.96   | 1.27E-19 | 3.42E-16  |
| <i>Wnt5a</i>    | 5.25     | -2.89   | 2.36E-08 | 4.39E-06  |
| <i>Hes1</i>     | 3.97     | -2.73   | 3.76E-11 | 2.14E-08  |
| <i>Hoxd12</i>   | 1.55     | -2.72   | 1.73E-14 | 1.70E-11  |
| <i>Lgr4</i>     | 6.15     | -2.69   | 2.15E-06 | 2.14E-04  |
| <i>Fos</i>      | 8.4      | -2.64   | 5.31E-05 | 2.84E-03  |
| <i>Creb5</i>    | 2.7      | -2.59   | 3.26E-08 | 5.59E-06  |
| <i>Dusp1</i>    | 4.45     | -2.54   | 1.17E-05 | 8.18E-04  |
| <i>Prickle1</i> | 2.29     | -2.46   | 3.13E-07 | 4.08E-05  |
| <i>Twist1</i>   | 2.61     | -2.44   | 1.28E-08 | 2.66E-06  |
| <i>Lnp</i>      | 3.05     | -2.44   | 1.09E-08 | 2.35E-06  |
| <i>Hnrnpab</i>  | 5.51     | -2.43   | 4.26E-06 | 3.49E-04  |
| <i>Id3</i>      | 11.11    | -2.4    | 1.10E-05 | 7.76E-04  |
| <i>Cdh11</i>    | 5.38     | -2.4    | 1.88E-05 | 1.22E-03  |
| <i>Magoh</i>    | 6.33     | -2.38   | 1.29E-04 | 5.37E-03  |
| <i>Jag1</i>     | 3.2      | -2.37   | 3.04E-06 | 2.76E-04  |
| <i>Caprin1</i>  | 3.94     | -2.35   | 2.77E-06 | 2.56E-04  |
| <i>Mecom</i>    | 4.15     | -2.32   | 9.15E-06 | 6.59E-04  |
| <i>Col9a1</i>   | 3.07     | -2.29   | 2.04E-05 | 1.31E-03  |
| <i>Prrx2</i>    | 1.99     | -2.24   | 7.67E-08 | 1.25E-05  |
| <i>Fgfr2</i>    | 2.3      | -2.19   | 2.62E-06 | 2.46E-04  |
| <i>Lhx2</i>     | 1.33     | -2.19   | 1.86E-11 | 1.12E-08  |
| <i>Dach1</i>    | 1.46     | -2.17   | 1.48E-09 | 4.48E-07  |
| <i>Cdh3</i>     | 2.08     | -2.14   | 1.04E-08 | 2.30E-06  |
| <i>Sulf1</i>    | 2.67     | -2.11   | 2.33E-05 | 1.46E-03  |
| <i>Trim28</i>   | 4.9      | -2.11   | 4.44E-04 | 1.31E-02  |
| <i>Kcnmb4</i>   | 2.12     | -2.09   | 1.88E-08 | 3.70E-06  |
| <i>Gli3</i>     | 4.94     | -2.08   | 5.27E-05 | 2.83E-03  |
| <i>Timm8b</i>   | 5.05     | -2.07   | 8.04E-06 | 5.90E-04  |
| <i>Lmo4</i>     | 3.12     | -2.04   | 3.62E-06 | 3.10E-04  |
| <i>Rarg</i>     | 3.12     | -2.02   | 3.30E-06 | 2.95E-04  |
| <i>Cdc42ep3</i> | 2.55     | -1.99   | 4.73E-05 | 2.62E-03  |
| <i>Eif3f</i>    | 3.86     | -1.91   | 1.31E-04 | 5.41E-03  |
| <i>Aldh1a2</i>  | 1.46     | -1.9    | 3.17E-06 | 2.85E-04  |
| <i>Dlx5</i>     | 1.76     | -1.87   | 2.25E-07 | 3.11E-05  |
| <i>Nsmce4a</i>  | 2.1      | -1.86   | 1.58E-05 | 1.04E-03  |
| <i>Tpbp</i>     | 2.59     | -1.84   | 3.24E-05 | 1.91E-03  |
| <i>Egr1</i>     | 7.17     | -1.82   | 4.20E-03 | 6.13E-02  |
| <i>Smardc1</i>  | 1.99     | -1.8    | 2.19E-06 | 2.14E-04  |

How the deposited data were processed for this re-analysis (not part of the article)

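Single cells of the E12.5 mouse forelimb were sequenced from 2 tissues, 96 from the autopod and 129 from the zeugopod, in the runs NXT0072 (69 autopod cells), NXT0142 (60 zeugopod cells) and NXT0143 (27 autopod and 69 zeugopod cells). Cells sorted for GFP from pooled littermates were captured on a Fluidigm C1 chip. The labels name no embryo per cell, so each tissue is 1 pooled sample and cells were not used as replicates. No p-value, standard error or number of changed genes was computed from them.

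The authors mapped reads to GRCm38 with bowtie2 and deposited raw counts, the number of reads on each gene and on 92 ERCC spike-ins in 225 cells. They also deposited normalized signal for 10948 genes in 199 cells, made by dividing counts by size factors from spike-ins, centred within each run, and by gene length. Values in the deposited signal table are not on a log scale. A gene with 0 reads sits at a floor, taken as the gene's lowest value over the retained cells. No mapping step was repeated. The columns of the spike-in counts follow the order of the libraries and not the column names, so spike-in shares were taken from Table S4.

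From the normalized signal, differences between groups of cells were computed as differences of mean log2(value + 1). CPM, the reads of a gene per 1000000 reads on genes, was computed from the raw counts. A gene was called on by the paper's rule, a normalized value of at least 5 that is at least 5% of the highest *Hoxd* gene of the cell; for the *Hoxa* genes, for the comparison with genes of like mean, and for *Shox2* and other markers in autopod cells without *Hoxd13*, a value of at least 5 was used alone. For shares of cells with *Hoxd* genes on after thinning, the criterion was at least 1 read; in other comparisons thinned cells kept the groups given by the paper's rule before thinning. A gene was called detected in a cell at 1 read where genes were counted, and at 5 reads where cells were counted. Cells were thinned at random, without replacement, to 500000 reads on genes with seed 42, and shallower cells were left out. Nearest neighbours were found among 10 principal components of the 1000 most variable genes, with 15 neighbours for tissues and 5 for *Hoxd* combinations. Diffusion maps used the same components and 15 neighbours, and the direction of the first component, which is arbitrary, was set so that the median of cells with *Hoxd10* to *Hoxd13* lies above that of cells with *Hoxd13* alone, or, where such cells are lacking, so that its correlation with the number of *Hoxd* genes on is positive. For the zeugopod map absolute values of correlations were used. Cell cycle phases were called with cyclone, using the mouse gene pairs supplied with scran. Shares have exact binomial (Clopper-Pearson) 95% intervals, and a count of 0 is given with the share that 3 cells would make. Gene positions are those of the GENCODE annotation of GRCm38.

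The counts on genes per retained cell ranged from 187344 to 9437447 in the autopod and from 186271 to 6801278 in the zeugopod. The quality filter of the paper was applied to Table S4 with minima of 250000 mapped reads, where the paper's text prints 250, and 2000 genes and a maximum of 25% of reads on spike-ins. Named genes were, by a rule written before the data were examined, every gene the paper names for a comparison and the 5 genes with the largest difference in each direction among genes with at least 5 reads in at least 25% of the cells of either tissue and the same direction in both run comparisons; between *Hoxd* combinations, the 5 genes of Table S2 with the largest difference. The comparisons, the groups and 39 sets of alternatives, some with more than 1 setting, were also fixed before the data were examined, and 4 sets with 7 settings in all were added after seeing the data. The median over the 9 autopod and over the 3 zeugopod markers of Fig. 2c was chosen as a summary after seeing the data. The alternatives comprised CPM, pseudocounts of 0.1 and 10, other rules for a gene being on, thinning, each run alone, numbers of neighbours, sets of genes and partial rank correlations given the genes detected.

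Lists of marker genes were used to look for cells of other types, and a cell was counted when it had at least 5 reads of the required number of markers. The lists were chondrogenic (*Sox9*, *Col2a1*, *Acan*, *Col9a1*, *Matn1*; 3 required), muscle (*Myod1*, *Myog*, *Pax7*, *Myf5*, *Actc1*; 3), tendon (*Scx*, *Tnmd*, *Tnc*; 2), epithelium (*Krt14*, *Krt5*, *Epcam*, *Cdh1*, *Krt8*; 3), endothelium (*Pecam1*, *Cdh5*, *Kdr*, *Emcn*; 3), blood (*Hbb-bt*, *Hba-a1*, *Hbb-y*, *Hba-x*; 3), macrophage (*Csf1r*, *Aif1*, *Cx3cr1*; 2), interdigit (*Aldh1a2*, *Msx2*, *Bmp7*; 2) and cell cycle (*Mki67*, *Top2a*, *Ccnb1*, *Cdk1*; 3).

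The calculations were tested on simulated data. With 200 changed genes placed among 7058, all 200 had the simulated direction and the median of the unchanged genes was −0.05. A simulated order of cells was recovered by the diffusion map with a rank correlation of 0.998. The values simulated for this order held no missed transcripts and no differences in genes detected. The recovery therefore does not show how the map treats cells with such differences. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9, and R 4.3.3 with scran 1.30.0 and SingleCellExperiment 1.24.0. The microscopy, flow cytometry and *Gfp* reads of the paper were not analysed here, and neither was the protein network. Table S1 was at hand for its first 160 entries, of which 158 were matched, so no tally over the whole table was made.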

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

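The tests in this part were all chosen only after the result was seen.

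Transcripts of cartilage precursors were found in part of the cells of both tissues, and drew attention as a signal in genes that the paper's text does not discuss. The paper marks *Sox9* in Fig. 2c and lists *Sox9* and *Col9a1* among autopod-enriched genes in Fig. S3. At least 3 of 5 chondrogenic markers had at least 5 reads in 35 of 76 autopod cells (46.1%, interval 34.5 to 57.9%), 27 in NXT0072 and 8 in NXT0143, and in 38 of 123 zeugopod cells (30.9%, interval 22.9 to 39.9%), 19 in each run. The median CPM of the markers summed was 3612.5 in these autopod cells and 647 in the other autopod cells, and 4202 and 125 in the zeugopod. The tables argue against 2 technical sources. These cells did not have more genes detected than the others, with a ratio of medians of at most 0.955 in the 2 tissues, and they were found in each run, with a lowest share of 29.2%. RNA from other cells was not tested. *Sox9* and *Col9a1* were picked by the study from these cells, so the list is not independent of them. A mixture of cartilage precursors with other cells may underlie the signal, as a hypothesis found on the same data.

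Tendon markers were found in the zeugopod, again in genes that the paper's text does not discuss. At least 2 of *Scx*, *Tnmd* and *Tnc* had at least 5 reads in 17 of 123 zeugopod cells (13.8%, interval 8.26 to 21.2%), 11 in NXT0142 and 6 in NXT0143, and in 0 of 76 autopod cells, which allows a share of up to 3.95%. The median CPM of the markers was 506 in the cells with these transcripts and 0.465 in the other zeugopod cells. The number of genes detected was similar in both, with a ratio of medians of 1.02, and the lowest share in a run was 9.23%, so neither a richer library nor a single run accounts for it. The difference between the tissues was not tested. RNA from other cells stays open, and tendon precursors in the zeugopod may be the source.

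Interdigit markers were found in the autopod, in genes that the paper's text does not discuss, although *Msx2* and *Aldh1a2* are listed among autopod-enriched genes in Fig. S3. At least 2 of *Aldh1a2*, *Msx2* and *Bmp7* had at least 5 reads in 17 of 76 autopod cells (22.4%, interval 13.6 to 33.4%), 11 in NXT0072 and 6 in NXT0143, and in 1 of 123 zeugopod cells. The median CPM of the markers was 741 in these cells and 3.32 in the other autopod cells. A single run does not account for the signal, since the lowest share in a run was 18.6%. The number of genes detected stays open as a source, because it was higher in these cells, with a ratio of medians of 1.32. At 500000 reads per cell, 14 of 72 cells (19.4%) had these transcripts. Interdigit cells could be part of the sorted population, and the tests do not separate this from richer libraries.

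The other lists gave 0 cells for muscle, epithelium, endothelium and macrophage in both tissues, which allows up to 3.95% of autopod and 2.44% of zeugopod cells. The blood list could not be tested, since 1 of its 4 markers is among the genes counted. Cell cycle markers were found in 18 autopod cells (23.7%, interval 14.7 to 34.8%) and 23 zeugopod cells (18.7%, interval 12.2 to 26.7%).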

How the results depend on the processing

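The alternatives with cells thinned to 500000 reads, apart from those on *Hoxd* genes being on and on the cell cycle, the quality filter on raw counts and the alternatives on neighbours by *Hoxd* combination were chosen only after the result was seen. Over 745 alternatives to 146 results, 415 stayed within the tolerance, 304 moved beyond it and 26 reversed. The tolerance was 0.5 for log2 differences, 0.1 for correlations, 10 percentage points for neighbours, a factor of 1.5 for counts of genes and the exact binomial interval for shares, and a value was called reversed only when its sign changed by more than the tolerance. The shares of cells kept by the filter, of neighbours from the same *Hoxd* combination, of G2/M calls and of *Hoxa* in the *Hox* sum stayed within the tolerance under each alternative run for them, as did the ratio of genes detected between *Hoxd10* to *Hoxd13* cells and *Hoxd13* cells, which lay between 1.77 and 1.88. The share of neighbours from the same tissue, 83.0% against 52.6% by mixing, stayed within the tolerance where all 199 cells were kept. Within NXT0143 it was 77.2%, also within the tolerance, but mixing alone gives 66.7% there, so the closeness of these shares does not show stability, and the excess over mixing was smaller. For autopod cells taken alone, the share, 72.7% against 37.9% by mixing, moved to 84.6% with CPM, for which the cause was not tested. It moved to 36.1% against 19.8% by mixing within NXT0143, where the lower share of autopod cells lowers mixing by construction; the cause of the smaller excess was not tested. No paired analysis was possible because the labels name no embryo.

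The median over the autopod markers, 3.14, was 3.78 with a pseudocount of 0.1, 2.19 with 10, and 2.41 with CPM over all 225 cells. Over the zeugopod markers, −3.60 became −4.20 and −2.45 with the 2 pseudocounts, as the pseudocount compresses or widens differences between low values by construction. *Fstl1* reversed to 0.24 within NXT0143, and apart from the run the cause was not tested. Of 102 alternatives for 17 single genes, 44 stayed, 57 moved and 1 reversed.

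The shares with both *Hoxd13* and *Hoxd11* on and with *Hoxd13* without *Hoxd11* were 91.8% and 4.11% with at least 1 read, 83.3% and 6.94% with at least 5 reads, 81.4% and 8.57% without the comparison to the highest gene, 72.9% and 17.1% with 1% in place of 5%, and 86.8% and 4.41% in thinned cells, for which the criterion was at least 1 read in place of the paper's rule, so that they compare with the shares at 1 read. With 10% in place of 5% the share with both was 35.8%. A stricter comparison turns genes off by construction. *Hoxd11* without *Hoxd13* made up 3.64% in NXT0072 and 38.5% in NXT0143, and *Hoxd13* without *Hoxd11* 0% in NXT0143; the cause was not tested. For *Hoxd13* alone, *Hoxd10* to *Hoxd13*, and 3 or more genes, the shares of autopod cells were 2.63%, 27.6% and 82.9% with at least 1 read, and 2.78%, 23.6% and 75.0% with at least 1 read in thinned cells. For *Hoxd13* alone and 3 or more genes they were 3.95% and 69.7% with at least 5 reads, 3.95% and 61.8% without the comparison, and 10.5% and 52.6% with 1%. With 10% the share with 3 or more genes was 19.7%. Within NXT0143 the shares of *Hoxd13* alone and of *Hoxd10* to *Hoxd13* were 0% and 0%; the cause was not tested.

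Of 325 alternatives to the 75 correlations, 203 stayed, 97 moved and 25 reversed; the cause was not tested for any of them. For pairs of *Hoxd* genes in the autopod, CPM gave 0.330 (*Hoxd13* and *Hoxd12*), 0.157 (*Hoxd13* and *Hoxd11*), −0.0348 (*Hoxd13* and *Hoxd10*), −0.166 (*Hoxd13* and *Hoxd9*), 0.228 (*Hoxd12* and *Hoxd11*), 0.217 (*Hoxd11* and *Hoxd10*), −0.0662 (*Hoxd11* and *Hoxd9*) and 0.147 (*Hoxd10* and *Hoxd9*). Given the genes detected, the pairs gave 0.377 (*Hoxd13* and *Hoxd12*), 0.228 (*Hoxd13* and *Hoxd11*), 0.132 (*Hoxd13* and *Hoxd10*), −0.0342 (*Hoxd13* and *Hoxd9*), 0.173 (*Hoxd12* and *Hoxd11*), 0.0799 (*Hoxd12* and *Hoxd10*), 0.00746 (*Hoxd12* and *Hoxd9*), 0.212 (*Hoxd11* and *Hoxd10*) and −0.0238 (*Hoxd11* and *Hoxd9*). Within NXT0072 they gave 0.510 (*Hoxd13* and *Hoxd11*), 0.398 (*Hoxd13* and *Hoxd10*) and 0.315 (*Hoxd12* and *Hoxd10*), and within NXT0143 0.759 (*Hoxd13* and *Hoxd11*), 0.0350 (*Hoxd13* and *Hoxd10*), −0.205 (*Hoxd13* and *Hoxd9*), 0.0239 (*Hoxd12* and *Hoxd11*), −0.220 (*Hoxd12* and *Hoxd10*), −0.221 (*Hoxd12* and *Hoxd9*), 0.238 (*Hoxd11* and *Hoxd10*) and −0.102 (*Hoxd11* and *Hoxd9*).

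Among the correlations across all cells, those within NXT0072 were −0.0905 for *Hoxd9* and *Sfrp1*, 0.524 for *Hoxd12* and *Hoxd13*, 0.211 for *Hoxd9* and *Ppp2ca* and 0.180 for *Hoxd13* and *Sfrp1*. Within NXT0142 they were −0.0673 for *Hoxd11* and *Bmp2*, −0.0489 for *Hoxd12* and *Bmp2*, −0.116 for *Hoxd12* and *Lhx9*, −0.154 for *Dach1* and *Lhx9*, −0.0309 for *Hoxd12* and *Hoxd13*, −0.0986 for *Hoxd10* and *Ppp2ca* and 0.0611 for *Hoxd13* and *Sfrp1*. In autopod cells, *Hoxd9* reversed with *Hand2* to −0.137 and with *Ppp2ca* to −0.264 within NXT0143, and with *Sfrp1* to −0.0905 within NXT0072. In zeugopod cells, NXT0143 gave −0.00377 for *Hoxd10* and *Hoxd9* and −0.0567 for *Hoxd13* and *Dach1*, and CPM gave −0.0315 for *Hoxd13* and *Ppp2ca*.

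The median difference between *Hoxd10* to *Hoxd13* cells and *Hoxd13* cells over the Table S2 genes, 5.45, was 4.00 with CPM, 6.46 and 3.79 with pseudocounts of 0.1 and 10, and 3.57 in thinned cells. Over all genes, 1.06 became 0.45 with CPM, 0.34 in thinned cells and 2.71 over genes with at least 5 reads in enough cells, a filter that removes genes at the floor by construction. For CPM and thinning the cause was not tested. For 22 single genes, 48 of 132 alternatives stayed and 84 moved. Along the first diffusion component, the correlation with genes detected was 0.779 with CPM and 0.823 in thinned cells, and in a separate map of the cells of NXT0143 the correlation with *Hoxd* genes on was 0.293, and 0.323 given the genes detected; the cause was not tested. Of the autopod cells, those with Y-linked reads alone, with both these and *Xist*, and with neither were 35.5%, 52.6% and 1.32% at 1 read, and *Xist* alone, both and neither were 27.6%, 6.58% and 28.9% at 50 reads, which follows from the number of reads asked for.

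The comparisons of *Hoxd13* cells with *Hoxd10* to *Hoxd13* cells were not run in NXT0143, which has none of these cells, and in NXT0072 alone they equal those given, as all these cells are from that run. The alternatives on *Gfp* were not run. Depth limits what can be said of genes with few reads, since 18411 normalized values of at least 5 rest on fewer than 5 reads.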

Differences from the paper's values

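No test in this part was chosen only after the result was seen; values are set beside those of the paper.

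The paper gives an average of about 8.7 M reads per cell. In Table S4 the mean number of mapped reads was 4.78 M over the 225 cells, and by tissue 4947894 in the retained autopod cells and 5630903 in the retained zeugopod cells. None of the alternatives set before the data were examined applies to this mean.

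For autopod cells with *Hoxd10*, *Hoxd11*, *Hoxd12* and *Hoxd13* on, the paper shows about 5 cells in Fig. 3b, read by eye, and 8 were counted here. The paper's text gives 11% of the autopod cells, close to the 10.5% that 8 of 76 cells make, so the difference is from the figure alone. Of 10 alternatives set before the data were examined, 1 comes within the limit of the paper's value, that with 10% in place of 5% of the highest *Hoxd* gene, and the other 9 do not.

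The paper states that the larger part of the autopod cells positive for *Hoxd13* or *Hoxd11* has both, and 34 of 68 were counted here (50.0%, interval 37.6 to 62.4%). It states that few cells were positive for *Hoxa* mRNAs after sorting. With a normalized value of at least 5, 67 of 76 autopod cells and 104 of 123 zeugopod cells had a *Hoxa* gene. In autopod cells the paper places *Hoxd9* and *Hoxd10* in a cluster of their own. The rank correlations of *Hoxd10* were 0.355 with *Hoxd11*, 0.271 with *Hoxd13* and 0.251 with *Hoxd9*. The paper names 13 further chromatin regulators and cites Table S1 for them, the table of autopod against zeugopod cells. They were set here beside Table S2, the table of *Hoxd13* cells against *Hoxd10* to *Hoxd13* cells, a choice made here, and 11 are called for that pair there, without *Smarcc1* and *Dnm3os*. Because the list was moved to another table, these 2 genes are no discrepancy of the paper. The paper's test behind these calls took cells as replicates. The paper names *Snrpd2* among the genes specific to the pair of *Hoxd13* with *Hoxd11* and *Hoxd10* to *Hoxd13*, whereas Table S2 also calls it between *Hoxd13* with *Hoxd10* and *Hoxd10* to *Hoxd13*, so that 7 genes are called for the former pair alone.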

Other observations

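The tests of sequencing run for the *Hoxd* combinations, the tissues and the diffusion map, and those of genes detected and of total RNA for the *Hoxd10* to *Hoxd13* cells and of genes detected for the diffusion map, were set before the result was seen, although the number of combinations in NXT0143 was counted, and the test of total RNA moved from the Table S2 genes to all genes, only after it; the other tests in this part were chosen only after it was seen.

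Genes were higher in autopod cells with *Hoxd10* to *Hoxd13* on than in cells with *Hoxd13* alone. Total RNA kept by the spike-in normalization cannot be told apart as a cause. With CPM, which removes it, the median over all genes fell from 1.06 to 0.45 and the share of genes higher from 81.9% to 67.7%, and with cells of 1 pooled sample the spread of what remains is not known. The Table S2 genes decide nothing here, as they were called between these same cells. A larger number of genes detected per cell stays open and may explain much of it. At 500000 reads the ratio of median genes detected was 1.81. Without thinning 81.9% of all genes were higher, not the Table S2 genes alone, and at 500000 reads 63.4%. In the autopod cells of neither group, the mean of the Table S2 genes had a rank correlation with *Hoxd* genes on of 0.0871 given the genes detected, and of 0.260 within NXT0072 and 0.289 within NXT0143. Capture of 2 cells in one site cannot be told apart with 8 cells. Both *Xist* and Y-linked reads were found in 25% of them (interval 3.19 to 65.1%), which is no excess over the 5 of 16 cells with *Hoxd13* alone or the 31.6% of all autopod cells, but 2 cells of one sex would not show in this test, and the ratio of normalized totals was 5.68. A biological difference in cell state or size was not tested.

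The sequencing run did not make the variety of *Hoxd* combinations as a whole, since 13, counting no gene on as 1, were found within NXT0072 alone. Which combinations were found differed between the runs, and of the 6 frequent combinations NXT0143 held 3. All 16 cells with *Hoxd13* alone, all 9 with *Hoxd13* and *Hoxd10* and all 8 with *Hoxd10* to *Hoxd13* were from NXT0072, and 4 of 5 with *Hoxd13*, *Hoxd12* and *Hoxd11* from NXT0143. *Hoxd13* without *Hoxd11* made up 49.1% (interval 35.4 to 62.9%) in NXT0072 and 0% (interval 0 to 24.7%) in NXT0143. For these frequencies the run stays open and cannot be told apart from a difference in the cells captured for it. Transcripts missed in cells with few genes detected could account for part of the combinations, but the tests do not decide. The number of *Hoxd* genes on rose with the genes detected at 500000 reads, with a rank correlation of 0.484, though not in the zeugopod (−0.0695). Cells that differ in state could give this relation too. The comparison with genes of like mean is void for *Hoxd11*, since the cells were sorted by a reporter in this gene, and the sort may also bear on its neighbour *Hoxd10*. The share of cells with *Hoxd13* and without *Hoxd11* fell from 39.7% to 8.57% when the comparison with the highest *Hoxd* gene was left out, so in most of these cells *Hoxd11* had a normalized value of at least 5 that was under 5% of the highest *Hoxd* gene.

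Autopod cells whose *Hoxd* genes on were neighbours were 1.17 times as many as the separate frequencies of the genes give. This lies within counting error, so these frequencies may account for the number. Among cells with at least 2 of the genes on, the share was 36.7% against 28.4%. By pair, *Hoxd12* and *Hoxd11* were on together in 15 cells against 9.17. *Hoxd12* and *Hoxd10*, which are not neighbours, were on together in 10 against 7.38. No interval was computed for this share or the pairs, so they leave the question open.

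The autopod and zeugopod cells lay apart. Within NXT0143 36.1% of the neighbours of the 17 autopod cells were autopod cells, against 19.8% by mixing, and with so few cells the part of the sequencing run in the distance between the tissues cannot be told apart. The autopod cells of the 2 runs also lay apart from each other. Over all cells, those of NXT0143 had 7.45% autopod cells of NXT0072 among their neighbours (20.0% with CPM), against 29.8% by mixing, and 29.8% autopod cells of their own run, against 8.08%. The tissue is the same in this comparison and is excluded as the cause; the run cannot be told apart from a difference in the cells captured for it. For the markers of Fig. 2c the run is argued against, with medians within NXT0143 of 3.18 over autopod and −4.09 over zeugopod markers, although *Hoxd13* differed by 4.16 there against 7.88 over all cells. The exception is *Fstl1*, which gave 0.24 within NXT0143 against −2.18 over all cells, so for this gene the run stays open as a cause. The markers were picked by the study from these cells, as were the genes of Table S1, of which 129 of the 158 matched had the listed direction within NXT0143. Over 4898 genes chosen by detection alone, 2470 had the same direction in both run comparisons, about as many as did not. The rank correlation across genes, which are not independent replicates, was 0.140. Over these genes the difference between the tissues was thus little reproduced between the run comparisons, so the argument against the run covers the markers only.

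The first diffusion component followed the number of *Hoxd* genes on also in a separate map of the cells of NXT0072, at 0.508, which argues against the run as its cause. The order may follow the number of genes detected, since given this number the correlation with *Hoxd* genes on was 0.00625.

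Of the 76 autopod cells, 15 had *Hoxd13* off. Zeugopod cells are argued against as the source of all 15, because *Shox2* was on in 0 of 15. This allows a share of up to 20% (exact interval 0 to 21.8%), against 52.8% of zeugopod cells (interval 43.6 to 61.9%). Some zeugopod cells among the 15 are not excluded, as *Shox2* was not on in all zeugopod cells. *Meox2* was on in 0 of 15, against 43.9% of zeugopod cells, and *Hoxa13* in 5 of 15, against 0.81%. In the other direction, *Msx1* was on in 3 of 15, against 41 of 61 autopod cells with *Hoxd13* on. *Hoxd8* was on in 2 of 15, against 3 of these 61. *Hoxd13* was off in 52.9% of the autopod cells of NXT0143 (interval 27.8 to 77.0%) and in 10.2% of those of NXT0072 (interval 3.82 to 20.8%). As the source of this difference between the runs, fewer genes detected are argued against, with a ratio of medians of 1.12 in favour of NXT0143. Within each run, however, cells with *Hoxd13* off had fewer genes detected, with medians of 2577 against 3709 in NXT0072 and 3566 against 4434.5 in NXT0143 (2800 against 3805 over both), so that missed transcripts stay open for *Hoxd13* being off in a cell. The run cannot be told apart from a difference in the cells captured for it, as the labels do not say whether the same embryos went into both runs.

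The spike-in counts of the raw table follow the order of the libraries. In that order the spike-in share was within 0.05 percentage points of Table S4 in 225 cells, against 16 with the columns as named.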
